# Glioblastoma and cerebral organoids: development and analysis of an *in vitro* model for glioblastoma migration

**DOI:** 10.1002/1878-0261.13389

**Published:** 2023-02-18

**Authors:** Veronika Fedorova, Veronika Pospisilova, Tereza Vanova, Katerina Amruz Cerna, Pavel Abaffy, Jiri Sedmik, Jan Raska, Simona Vochyanova, Zuzana Matusova, Jana Houserova, Lukas Valihrach, Zdenek Hodny, Dasa Bohaciakova

**Keywords:** cerebral organoids, GLICO, glioblastoma, induced pluripotent stem cells

## Abstract

It is currently challenging to adequately model the growth and migration of glioblastoma using two‐dimensional (2D) *in vitro* culture systems as they quickly lose the original, patient‐specific identity and heterogeneity. However, with the advent of three‐dimensional (3D) cell cultures and human‐induced pluripotent stem cell (iPSC)‐derived cerebral organoids (COs), studies demonstrate that the glioblastoma‐CO (GLICO) coculture model helps to preserve the phenotype of the patient‐specific tissue. Here, we aimed to set up such a model using mature COs and develop a pipeline for subsequent analysis of cocultured glioblastoma. Our data demonstrate that the growth and migration of the glioblastoma cell line within the mature COs are significantly increased in the presence of extracellular matrix proteins, shortening the time needed for glioblastoma to initiate migration. We also describe in detail the method for the visualization and quantification of these migrating cells within the GLICO model. Lastly, we show that this coculture model (and the human brain‐like microenvironment) can significantly transform the gene expression profile of the established U87 glioblastoma cell line into proneural and classical glioblastoma cell types.

**Abbreviations**
COs: cerebral organoids
DEGs: differentially expressed genes
ECM: extracellular matrix
GLICO: glioblastoma‐cerebral organoid coculture model
GSCs: glioblastoma stem cells
GSEA: gene set enrichment analysis
iPSCs: induced pluripotent stem cells
ORA: over‐representation analysis
PDXs: patient‐derived xenografts
U87: U‐87 MG glioblastoma cell line

## 1 Introduction

Glioblastoma (grade IV astrocytoma) is the most aggressive and lethal form of brain tumors with extremely poor prognostic outcome despite intensive therapy. The median survival of adults with glioblastoma after surgical resection, radio‐, and chemotherapy with DNA alkylating agent temozolomide is currently 14 months, and the 5‐year survival rate is less than 5% [1, 2]. Intriguingly, this 5‐year survival remains poor, with no apparent improvement over the past decade [3], indicating the need for better treatment strategies resulting from improved models and new analytical approaches to studying glioblastoma biology and invasiveness.

It is challenging to adequately model the growth and migration of patient‐derived glioblastoma *in vitro*. To this date, numerous reports have shown that upon transferring the resected tumor tissue to a 2D cell culture environment, glioblastoma cells lose their original (patient‐specific) identity and heterogeneity. Even after maintaining glioblastoma tissue in serum‐free cell culture conditions or selecting glioblastoma stem cells (GSCs), 2D cell culture invariably generates cell populations markedly different from the original tumor. Additionally, the intrinsically invasive behavior of glioblastoma cannot be modeled in 2D culture, as it requires 3D brain(‐like) tissue. Therefore, studies thus far have essentially focused on generating patient‐derived xenografts (PDXs) using mice models. Although they have brought significant improvement in the maintenance of glioblastoma *ex vivo*, they remained challenging to work with and inadequate for simulating specifically the human brain environment. Since the advent of 3D cell cultures, glioma spheres and tumor organoids have become increasingly used. Additionally, since the description of cerebral organoids (COs) derived from induced pluripotent stem cells (iPSCs) [4], several reports recently demonstrated that COs could indeed be used for modeling glioblastoma *in vitro*. As they faithfully recapitulate the developing human brain, they can either be genetically modified to develop glioblastoma [5, 6] or used as a scaffold for supporting the growth of patient‐derived glioblastoma tissue [7, 8, 9, 10, 11, 12]. Importantly, these studies are increasingly demonstrating that the glioblastoma‐cerebral organoid (GLICO) coculture model is superior to other glioblastoma culture systems, likely because the COs provide the glioblastoma with the appropriate microenvironment [12]. However, with their increasing use, reports thus far have employed a plethora of approaches toward generating GLICO cocultures (reviewed in [13]) and described a different ability and the time needed for gliomas to migrate within the COs. Thus, despite all recent advances, it remains challenging to recapitulate some aspects of the GLICO coculture system.

Prompted by the increasing number of studies reporting the GLICO model as superior to other glioblastoma culture systems, we set out to optimize this coculture system in our hands. Importantly, we aimed to implement several crucial parameters that were lacking or not sufficiently specified in the previous reports, namely: (a) the use of adequately mature COs for co‐culture with glioblastoma; (b) the absence of additional extracellular matrix (ECM) scaffolds/proteins (e.g., Matrigel); (c) the development of visualization approach that would allow us to identify and quantify the extent of migration within COs; and (d) optimization of isolation of glioblastoma cells from coculture model with subsequent proof‐of‐concept molecular analytics. As a glioblastoma model, we used a well‐established, fluorescently labeled U‐87 MG glioblastoma cell line (further referred to as U87). Our results indicate that (55‐day‐old) mature COs support the growth of U87 even without an ECM scaffold, however, with a relatively long time needed to initiate cell migration inside the CO (≥30 days). We further show that this migration is significantly enhanced by extracellular matrix proteins, such as Matrigel or Geltrex, with Matrigel also having a substantial impact on glioblastoma cell growth. We also report on developing a strategy for visualization and quantification of glioblastoma cells within COs using confocal microscopy and tissue clearing that can be adapted for the analysis and quantification of glioblastoma cell migration. Lastly, we optimized the dissociation of COs into single cells and, upon FACS sorting of fluorescently labeled glioblastoma cells, performed bulk mRNA sequencing. Data show that 40 days of the coculture of established U87 glioblastoma cell line in human brain organoids significantly change their gene expression toward neural cell identity and induce a switch toward proneural and classical glioblastoma cell type. Altogether, our results not only point to the differences between GLICO culture methods and a significant effect of ECM proteins on enhanced tumor growth but also bring evidence that mimicking the human brain microenvironment using COs is a powerful technique for studying gliomas under conditions that better represent the *in vivo* conditions.

## 2 Materials and methods

### 2.1 Culture of induced pluripotent stem cells

Three independent human iPSC lines ‐ MUNIi008‐A, MUNIi009‐A, and MUNIi010‐A (RRID:CVCL_A4PG, RRID:CVCL_A4PH, and RRID:CVCL_A4PI) derived and characterized in our laboratory were used to generate cerebral organoids [14]. The authentication process of these cell lines is also explained in [14]. As described previously [14, 15], iPSCs were routinely screened for mycoplasma, grown in feeder‐free conditions on Matrigel‐coated dishes (Corning, Corning, NY, USA) in mTeSR™1 medium (STEMCELL Technologies, Vancouver, Canada) and passaged using 0.5 mm EDTA (Thermo Fisher Scientific, Waltham, MA, USA) in PBS or manually. Primary human fibroblasts for the generation of iPSCs were obtained from Corriel Institute based on NIGMS human genetic cell repository Material Transfer Agreement.

### 2.2 Cerebral organoid differentiation and preparation of thick organoid sections

With a few modifications, the generation of COs followed the protocol described in [16, 17]. Briefly, to initiate the embryoid body formation, iPSCs were detached using Accutase and plated in poly(2‐hydroxyethyl methacrylate; poly‐HEMA; Merck, Darmstadt, Germany) ‐treated nonadherent V‐shaped 96 well plates at density 2000–3000 cells per well in mTeSR™1 with 50 μm Rho‐kinase (ROCK) inhibitor Y‐27632 (Selleckchem, Houston, TX, USA). On day 2, the medium was changed for mTeSR™1 without ROCK inhibitor. When embryoid bodies were at least 400 μm in diameter, the medium was changed for the Neuroinduction medium [17]. The Neuroinduction medium was changed every day for 6 days, after which organoids were embedded in 7 μL of Geltrex™ (Thermo Fisher Scientific). Polymerized Geltrex™ droplets with organoids were detached and cultured for 10 days in Cerebral Organoid Differentiation Medium (CODM [17]) without vitamin A. After 10 days, the medium was changed for CODM with vitamin A and organoids were moved to an orbital shaker (0.035 ***g***), where they were cultured until Day 55. At this time point, they were used for GLICO model experiments. The medium was changed regularly every 2–3 days.

For experiments with thick organoid sections, COs at Day 55 were embedded in 4% agarose (Merck) and sectioned into 250 μm sections using Vibratome (Leica, Wetzlar, Germany; settings: frequency 10, speed 2). Obtained sections were then manually cleared of the agarose, placed into a CODM medium with vitamin A and used for the cocultivation with the spheroid within 24 h.

### 2.3 Preparation of fluorescently labeled glioblastoma

GBM primary cell line U87MG (RRID:CVCL_0022) was obtained from ATCC (Manassas, VA, USA) previously used in [18, 19], and prior to their use, they were screened for mycoplasma. Ectopically expressing green fluorescent protein (GFP) or tdTomato was prepared by stable transfection using linearized pEGFP‐C1 vector or pcDNA3.1(+)/Luc2 = tdT (Addgene, Watertown, MA, USA), respectively, and Lipofectamine 2000 (Thermo Fisher Scientific) according to the manufacturer's recommendations. Positive cells were sorted using FACS.

### 2.4 U87‐GFP/tdTomato cell culture and spheroid formation

U87‐GFP and tdTomato cell lines were grown on cell culture dishes in DMEM/F12 (Dulbecco's Modified Eagle Medium) with 10% FBS, 1% Glutamax, 1% nonessential amino acids, and 0.5% Penicillin/Streptomycin and passaged using TrypLE (all from Thermo Fisher Scientific). To generate spheroids, cells were detached using TrypLE, counted, and seeded at the density of 2000 cells per well in a poly‐HEMA‐treated nonadherent V‐shaped 96 well plate. The plate was centrifuged at 200 ***g***, 2 min to facilitate spheroid formation. Fluorescently labeled U87 spheroids were used for GLICO model experiments after 24 h.

### 2.5 GLICO coculture on an inclined plane and with ECM protein scaffolds

For setting up a GLICO model without ECM protein scaffolds, we used poly‐HEMA‐treated nonadherent 12 well plates with CODM with vitamin A. A single U87‐GFP spheroid was placed on the bottom edge of each well. Subsequently, a single CO was positioned on the top of the spheroid. One side of the 12 well plate was then placed on top of an empty culture dish at an angle of 45° resulting in an inclined plane. This inclination ensured the attachment of the glioblastoma spheroid and the CO. The GLICO was allowed to form for 48 h in the inclined plate. After 48 h, the attachment of the spheroid was examined. If the spheroid had not attached to the CO, both the spheroid and the CO were repositioned and allowed to attach for another 24 h in the inclined plate. Subsequently, the plate was kept in an incubator without shaking, and half of the volume of the medium was changed carefully every 2 days, making sure not to separate the GLICO apart. After 4 days, the plate was moved to an orbital shaker (57 r.p.m.) and cultured until the analysis day. The medium was changed three times a week.

To create the GLICO model with ECM protein scaffolds, a single U87‐GFP spheroid was placed in the vicinity of an intact CO or the thick section in an empty cell culture dish. The two components were embedded in a 10 μL droplet of Matrigel™ or Geltrex™, ensuring the spheroid and the intact CO or thick section remained in close contact and incubated for 10 min at 37 °C until Matrigel™ or Geltrex™ polymerized. The polymerized droplet with GLICO was gently transferred into nonadherent cell culture dishes using sterile spoons and cultured in CODM with vitamin A on an orbital shaker (0.035 ***g***) until the day of analysis. The medium was changed three times a week.

### 2.6 Western blotting

Western blotting was performed as previously described in [20]. Briefly, samples were lysed in 1% SDS lysis buffer (50 mm TRIS–HCl, pH 6.8, 1% SDS, 10% glycerol) and sonicated. Protein concentration was measured using DC™ Protein Assay (Bio‐Rad, Hercules, CA, USA) and adjusted to 1 μg·μL^−1^. Samples were mixed with bromphenol blue solution (0.2% bromphenol blue, 10% 2‐mercaptoethanol) and denatured at 95 °C for 6 min. Proteins were then loaded on a 10% polyacrylamide gel, separated by SDS/PAGE, and transferred onto PVDF membranes (Merck). Membranes were blocked in 5% milk (pH 7.4) and incubated with primary antibodies at 4 °C overnight. The next day, membranes were washed with TBS‐Tween‐20, incubated with secondary antibodies and ECL solution, and imaged using Chemidoc (Bio‐Rad). All antibodies used for western blotting are listed in Table S1.

### 2.7 Histological preparation and whole‐mount of organoid samples

Before all immunostaining methods, harvested GLICOs were fixed with 3.7% formaldehyde for 1 h. They were then washed with PBS two times and stored in sterile PBS at +4 °C until processing.

#### 2.7.1 Immunohistochemistry (IHC)

Fixed GLICO was embedded in 3% agarose (Merck), followed by paraffin, and sectioned in 2 μm thin sections. The sections were deparaffinized in xylene, rehydrated in descending ethanol series (96–80–70–50%), and recovered in antigen retrieval (pH 6, DAKO, Carpinteria, CA, USA) for 20 min per 98 °C. The sections were then permeabilized in 0.2% Triton‐X‐100 (Merck) in PBS and incubated with primary antibodies at 4 °C overnight. The next day, the sections were washed multiple times with PBS and incubated with secondary antibodies. Nuclei were visualized by Hoechst 33342 (Thermo Fisher Scientific). Sections were mounted using Mowiol (Mowiol 4–88, P‐Lab, Prague, Czech Republic) and imaged using confocal microscopy (Zeiss Axio Observer.Z1 with confocal unit LSM 800; Zeiss, Oberkochen, Germany). All antibodies used for immunohistochemistry are listed in Table S2.

#### 2.7.2 Whole‐mount and CUBIC clearing

Fixed organoids were incubated in a CUBIC1 reagent at 37 °C for 5–7 days with one CUBIC1 reagent exchange (after 3 days) [21]. After incubation, samples were washed and incubated with Hoechst 33342 (Thermo Fisher Scientific) at 4 °C for 24 h. The GFP and tdTomato signal of glioblastoma cells was stable and did not need to be enhanced using specific antibodies. Next, samples were washed and incubated in a CUBIC2 reagent at room temperature for 24–36 h. All incubations were done with gentle shaking. Cleared and stained organoids were embedded in a mounting solution in μ‐Slide 8 Well (IBIDI) for confocal microscopy (Zeiss Axio Observer.Z1 with confocal unit LSM 800; Zeiss). Whole‐mount and CUBIC clearing buffer compositions are listed in Table S3.

### 2.8 Microscopy

The histological sections were imaged with the inverted microscope Zeiss Axio Observer.Z1 with confocal unit LSM 800, equipped with solid‐state lasers (405, 561, and 640 nm) and Plan‐Neofluar 10×/0.30 AIR and Plan‐Neofluar 20×/0.50 AIR objectives using zen blue software (Zeiss). Images with 0.329 × 0.329 × 5.500 μm (10×) and 0.156 × 0.156 × 0.700 μm (20×) pixel size were acquired using GaAsP PMT detectors. The acquisition parameters for Alexa Fluor 405, 568, and 647 were: 410–470, 565–617, and 656–700 nm (emission wavelength range) and 1.03 μs (pixel dwell time). The pinhole was set to 1 AU–8.2 μm (10×) and 1 μm (20×). Line average of 2 was applied to all channels.

Cleared whole‐mount organoids were imaged with the inverted microscope Zeiss Axio Observer.Z1 with confocal unit LSM 800, equipped with solid‐state lasers (405, 488, and 561 nm) and Plan‐Neofluar 5×/0.16 AIR and Plan‐Neofluar 10×/0.30 AIR objective using zen blue software (Zeiss). Images were acquired using GaAsP PMT detectors. The acquisition parameters for Hoechst, GFP, and tdTomato were: 400–486, 486–558, and 575–700 nm (emission wavelength range) and 1 μs (pixel dwell time). The Line average of 2 was applied to both channels. The pinhole was set to 1 AU 32 μm (5×) and 8.2 μm (10×). For z‐stack imaging, slices were acquired with a 16 μm (5×) and 4.1 μm (10×) z‐step size.

### 2.9 Analysis of glioblastoma cell migration

To evaluate glioblastoma cell migration, we used commercially available software imaris version 9.8.2 (Bitplane, South Windsor, CT, USA). Detection of individual glioblastoma cells was performed in imaris using the ‘Surface’ module. For individual glioblastoma cell detection, the smooth parameter was set to 0.8 μm. Thresholding was based on the background subtraction with the largest sphere diameter of 5 μm and manual correction of the intensity of each sample. For splitting touching objects, the seed point diameter was set to 7 μm. Droplet number was filtered using a quality filter, setting a droplet threshold manually for each sample. Finally, the samples were evaluated and, if necessary, the individual cells were split manually. Manual corrections of the automatic counts were performed to ensure that each migrated glioblastoma cell was appropriately outlined. Subsequently, the boundary between the glioblastoma sphere and the migrating glioblastoma cells was determined manually. The estimated parameters included (a) the number of glioblastoma cells that migrated from the glioblastoma sphere within the cerebral organoid, and (b) the shortest distance of migrated glioblastoma cells to the surface of the glioblastoma sphere. Parameters were automatically quantified using the imaris software and no selection of data with respect to the size of organoids or spheroids was performed. Data were analyzed and plotted using graphpad prism version 8 for Windows, GraphPad Software, La Jolla, CA, USA, www.graphpad.com. Three independent biological specimens of each GLICO coculture method were used to analyze glioblastoma cell migration.

### 2.10 GLICO dissociation and fluorescence‐activated cell sorting (FACS)

Before mRNA sequencing and qPCR, GLICO coculture models were dissociated, and GFP‐positive U87 glioblastoma cells were sorted using FACS. To dissociate GLICO models, whole organoids were washed in HBSS (Merck), cut into smaller pieces with a sterile scalpel, and dispersed into 125 μL per organoid of papain (Merck) dissolved in HBSS at 25 U·mL^−1^. Dissociation was performed in a shaking incubator for 10 min at 37 °C with occasional pipetting using a 1 mL pipette, followed by 10‐fold dilution with cold 2% FBS (Thermo Fischer Scientific) in HBSS and filtering through 40 μm cell strainer (Biologix, Lenexa, KS, USA). Cells were collected by centrifugation at 300 *g*, 4 °C for 5 min and resuspended in 500 μL of 2% FBS in HBSS. GFP‐positive cells were sorted using BD FACSAria™ Fusion cell sorter and lysed in RNA blue reagent (Top‐Bio, Vestec, Czech Republic) for subsequent RNA analysis. For mRNA sequencing, 40‐day‐old GLICO coculture models were used. For qPCR, 20‐ and 40‐day‐old GLICO coculture models were used.

### 2.11 RNA isolation, bulk mRNA sequencing, data processing, and analysis

For bulk mRNA sequencing, U87‐GFP spheroids were either cultured alone for 40 days (here referred to as Control) or cocultured for 40 days with 55‐day‐old COs using the inclined plane strategy (here referred to as GLICO). COs were derived from all three iPSC lines. Both control and GLICO samples were cultured in the CODM with vitamin A. After dissociation and FACS sorting, GLICO samples were harvested into RNA Blue reagent.

Total RNA was isolated from three biological replicates (with five GLICOs in each replicate) for each condition according to the manufacturer's instructions and as described previously [15]. RNA quality was assessed by TapeStation 2200 (Agilent Technologies, Santa Clara, CA, USA; 5067–5576 RNA Screen Tape), and only samples with RINe values ≥ 8.5 were used for library preparation. Poly‐A selected libraries were made from 500 ng of total RNA using QuantSeq 3'mRNA‐Seq Library Prep FWD for Illumina (Lexogen, Wien, Austria, 015.96) with i5 6 nt Unique Dual Indexing Add‐on Kit (Lexogen, 047.96) with 14–18× PCR cycles according to the manufacturer's instructions. The UMI Second Stranded Synthesis Module for QuantSeq FWD (Illumina, San Diego, CA, USA, Read 1; 081.96) was used to allow unique tagging of individual transcripts with 6 nt long Unique Molecular Identifiers (UMI). The fragment size and quality of the libraries were assessed by 5200 Fragment Analyzer System (Agilent, Santa Clara, CA, USA; DNF‐474 HS NGS Fragment Kit). The concentration of the final libraries was measured by Qubit® dsDNA HS Assay Kit (Thermo Fisher Scientific, Q32851) and sequenced with 75 bp single end reads on Illumina NextSeq® 500/550 (High Output Kit v2.5; 20024906). We successfully obtained 15–20 million reads per sample.

Data processing and analysis were performed as follows: Firstly, the 6 bp long UMIs were removed from sequences. The quality of raw reads was verified using fastqc v0.11.9 and the potential contamination was screened by fastq_screen v0.11.1 [22]. The ‘TATA’ spacer, low‐quality reads, and adaptor sequences were removed using trimmomaticse v0.36 with parameters ‘HEADCROP:4 ILLUMINACLIP: Lexogen_quantseq.fa:2:30:10 LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:36’. Ribosomal and mitochondrial reads were removed using sortmerna v2.1b. BAM files with alignment were created with star v2.7.0f (reference *Homo sapiens* genome version GRCh38; [23]). The count tables were generated using the script htseq‐count v0.11.4 [24] with annotation version GRCh38.87 and parameter ‘‐m union’. ENSEMBL‐IDs were used as identifiers of transcripts.

The counted data were subsequently analyzed using R‐package deseq2 v1.34.0 [25]. Rlog transformed data were processed in the principal component analysis. Differentially expressed genes (DEGs) were identified by the command ‘deseq’ with default parameters. ENSEMBL‐IDs were converted into Gene symbol using org.Hs.eg.db v3.14.0 database [26]. DEGs (adjusted *P*‐value < 0.1, log_2_FoldChange > 0.6 for upregulated, log_2_FoldChange < 0.6 for downregulated) were plotted with enhancedvolcano package v1.12.0 [27]. Functional Gene‐ontology over‐representation analysis (ORA) was conducted using clusterprofiler package v4.2.2 [28, 29] by enrichGO command with parameters “OrgDb = org.Hs.eg.db, ont = ‘ALL’, pAdjustMethod = ‘fdr’, pvalueCutoff = 0.1, qvalueCutoff = 0.2, minGSSize = 3”. Enrichment of a custom list of genes specific for different glioblastoma subtypes [30] was determined by Gene set enrichment analysis (GSEA). Custom list parameters were set to baseMean > 20. Heatmaps were constructed with complexheatmap v2.10.0 package using rlog transformed data. Final data were deposited under GEO accession number GSE216626.

### 2.12 qPCR

For protein‐coding gene expression analysis, data were collected from one experiment where GFP‐positive cells were isolated from 10–20 GLICOs and pooled for each sample. The isolated RNA was transcribed to cDNA using Transcriptor First Strand cDNA Synthesis Kit (Roche, Basel, Switzerland) according to the manufacturer's instructions, and subsequent qPCR was performed using LightCycler 480 SYBR Green I Master kit (Roche) on LightCycler 480 II (Roche). *C*_t_ values were calculated using the automated Second Derivative Maximum Method in lc480 software (Roche). The relative gene expression was calculated by normalization to glyceraldehyde 3‐phosphate dehydrogenase (*GAPDH*) expression. The mean value of the relative gene expression of all three time points was used to calculate fold change. Primers used for qPCR are listed in Table S4.

## 3 Results

### 3.1 Characterization of cerebral organoids and U87 glioblastoma cell line

To initiate our experiments, we first characterized the two components needed to establish the GLICO model: (a) iPSCs‐derived cerebral organoids (COs) and (b) the U87 glioblastoma cell line. For the CO generation, we used three independent iPSC lines (MUNIi008‐A, MUNIi009‐A, and MUNIi010‐A) derived and characterized in our laboratory [14]. Organoids were generated using a previously published protocol [17] with minor modifications as described in the Section 2. As shown in Fig. 1, all used iPSC lines can form mature cerebral organoids with typical morphology during development (Fig. 1A) and tissue patterning at day 55 (D55; Fig. 1B). Immunohistochemistry further confirmed that they expressed a series of progenitor as well as immature and mature neuronal markers, including PAX6, DCX, TUJ, MAP2, BRN2, and SYN1 (Fig. 1C). Thus, our data confirmed that COs at D55 express features of typical mature tissue and are suitable for our GLICO model experiments.

**Fig. 1:**
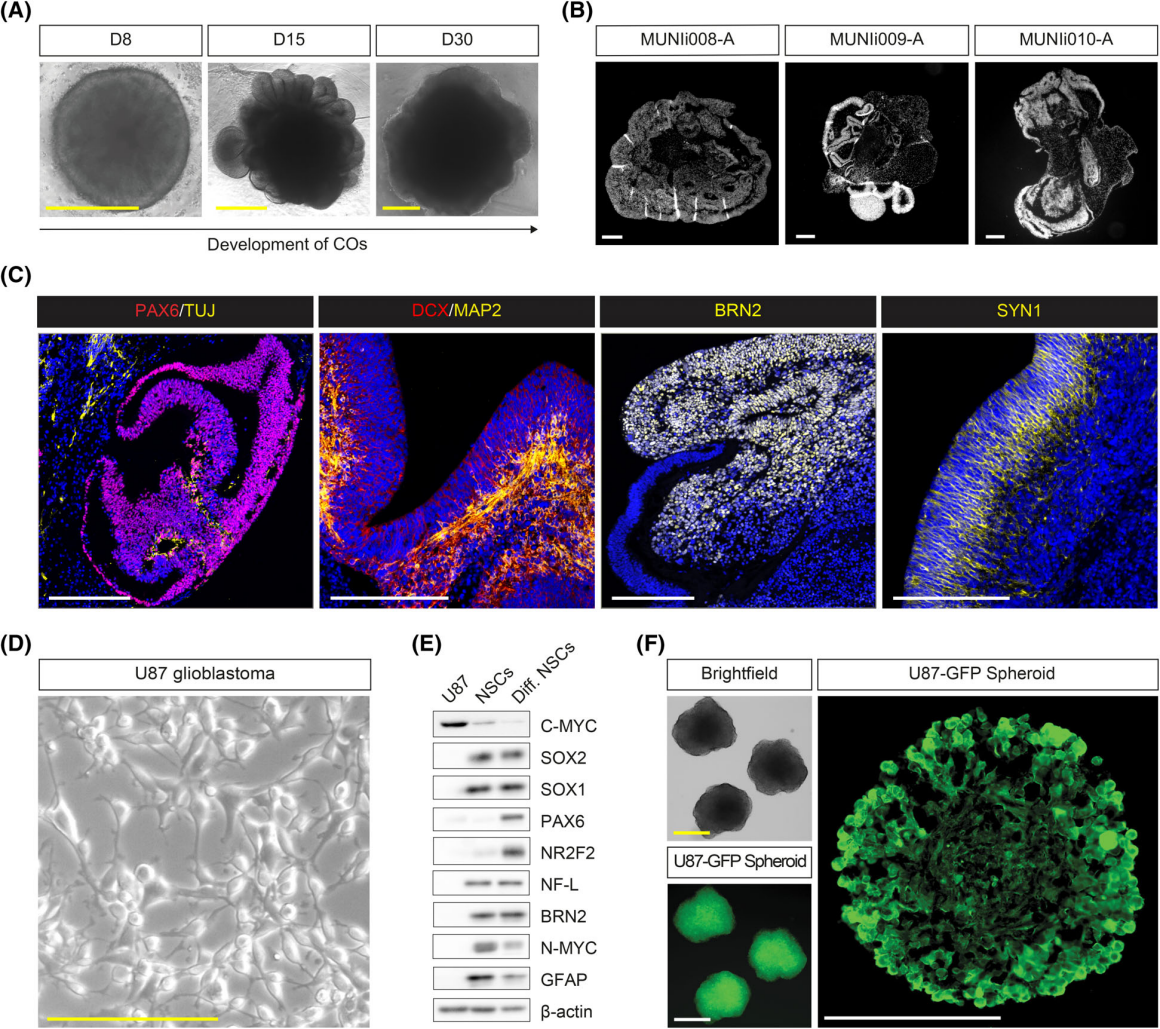
Characterization of cerebral organoids and U87 glioblastoma cell line. (A) Representative brightfield microscopy images showing the morphology of developing cerebral organoids (COs) at day 8 (D8), day 15 (D15), and day 30 (D30). Scale bar = 500 μm; *n* = 3. (B) Hoechst‐stained paraffin sections of representative images of COs derived from MUNIi008‐A, MUNIi009‐A, and MUNIi010‐A iPS cell lines showing their internal organoid organization at D55. Scale bar = 200 μm; *n* = 3. (C) Representative IHC staining images of COs showing the localization of neuronal (TUJ, MAP2, DCX, BRN2, and SYN1) and neural progenitor (PAX6) markers. Scale bar = 200 μm; *n* = 3. (D) Representative brightfield microscopy image of U87 glioblastoma cell line. Scale bar = 200 μm; *n* = 3. (E) Western blotting analysis of neuronal, glial, and neural stem/progenitor markers in U87, self‐renewing neural stem cells (NSCs), and differentiated NSCs. ß‐actin serves as loading control; *n* = 3. (F) Representative brightfield (top left) and fluorescent (bottom left) microscopy images of U87 spheroids used for coculture experiments and representative GFP^+^ image of U87 spheroid section (right). Scale bar = 200 μm; *n* = 3.

As a second component for the GLICO model, we used the U87, a well‐established glioblastoma cell line commonly used in brain cancer research [31]. To facilitate visualization of U87 within CO tissue, we fluorescently labeled this cell line using GFP or tdTomato constructs as described in Section 2. Under standard culture conditions, cells were maintained as an adherent culture and showed typical U87 morphology (Fig. 1D). Western blotting characterization demonstrated that the U87 cell line expressed a C‐MYC transcription factor. However, despite being of human brain origin, U87 did not express most of the analyzed neural or glial markers (i.e., SOX2, SOX1, NR2F2, Neurofilament Light chain (NF‐L), BRN2, N‐MYC, and GFAP), and showed very low or undetectable expression of neural stem marker PAX6 when compared to the self‐renewing and differentiating neural stem cell (NSC) line (ESI‐017 CoMoNSCs; [32]) (Fig. 1E). For setting up the GLICO model, glioblastoma cells were induced to form spheroids by transferring U87 cells to non‐adherent conditions. For each spheroid, 2000 cells were used. After 24 h, spheroids exhibited typical morphology with disorganized patterning (Fig. 1F) and were, at this time point, used for all our experiments.

### 3.2 Mature cerebral organoids support the growth of glioblastoma cells but need prolonged time for migration

Having the primary components of the GLICO model characterized, we subsequently aimed to optimize (a) the coculture conditions that would mimic the *in vivo* conditions of glioblastoma growth as closely as possible and (b) the visualization of the glioblastoma and COs interactions. For the coculture, we first transferred a single 24‐h‐old glioblastoma spheroid to the vicinity of a single 55‐day‐old mature CO in a 12‐well plate. As depicted in Fig. 2A, we tilted the cell culture plate for 48 h to ensure the attachment of the glioblastoma spheroid and CO (we refer to this strategy as the ‘inclined plane’). Subsequently, COs with attached glioblastoma spheroids were transferred back to the orbital shaker and maintained under standard CO cell culture conditions. Samples for subsequent image analysis were harvested after 30, 60, and 90 days of GLICO coculture.

**Fig. 2:**
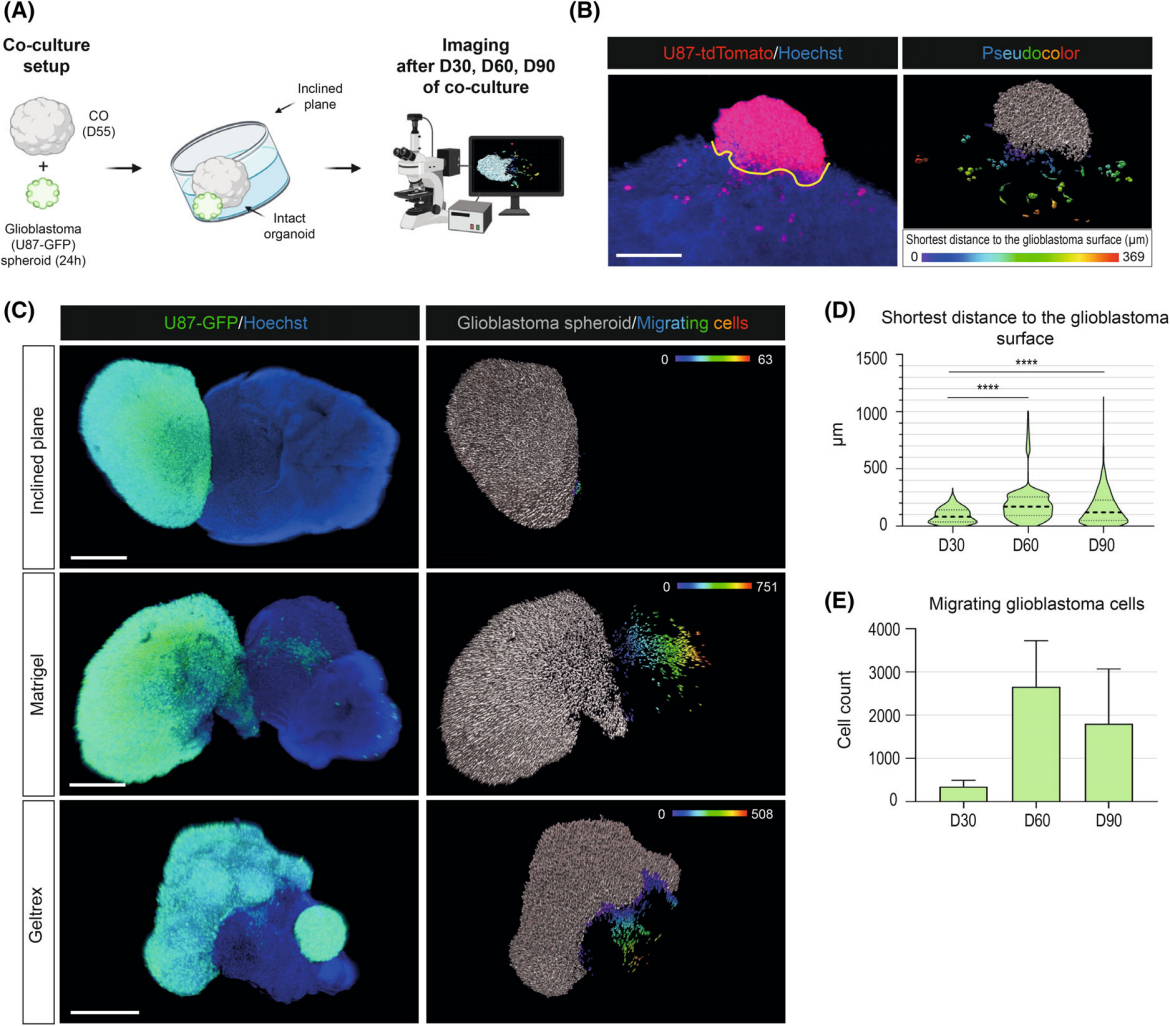
Mature cerebral organoids support the growth of glioblastoma cells but need prolonged time for migration. (A) A scheme showing the pipeline of glioblastoma‐cerebral organoid (GLICO) coculture using an inclined plane strategy. Twenty‐four‐hours‐old glioblastoma spheroid (U87) was transferred to the vicinity of a single 55‐day‐old mature cerebral organoid (CO) in a 12 well plate. The culture plate was tilted for 48 h to ensure the attachment of the glioblastoma spheroid to CO. Subsequently, the culture plate with GLICOs (COs attached to the glioblastoma spheroids) was transferred to the orbital shaker and maintained under standard CO cell culture conditions. Image acquisition and analysis were performed after 30, 60, and 90 days (D30, D60, and D90) of GLICO coculture. (B) Left image: cleared whole‐mount GLICO tissue depicting fluorescently labeled glioblastoma spheroid (red) and glioblastoma/CO nuclei (blue). The border between glioblastoma spheroid and migrating glioblastoma cells was determined manually using imaris software (schematically shown here as the yellow line). Scale bar = 300 μm. Right image: detection of individual glioblastoma cells using semi‐automatic image analysis methodology. Glioblastoma spheroid (gray) and cells migrated within CO tissue are marked using pseudocolor. A spectrum of colors corresponds to the shortest distance of individual cells to the delineated glioblastoma spheroid/CO border (μm). (C) Images of cleared whole‐mount GLICO tissues (left) indicate fluorescently labeled glioblastoma spheroid (green) and glioblastoma/CO nuclei (blue) at days 30, 60, and 90 of GLICO coculture. Visualization of individual glioblastoma cells (right) showing glioblastoma spheroid (gray) and cells migrated from the glioblastoma spheroid (pseudocolor). A spectrum of colors corresponds to the shortest distance of individual cells to the delineated glioblastoma spheroid/CO border (μm). Scale bar = 500 μm. Image analyses were performed from three independent coculture experiments with three GLICOs analyzed per each condition. (D) Violin plot showing the mean shortest migration distance (μm) of glioblastoma migrating cells to glioblastoma spheroid surface. Median of distance at D30 = 82.4 μm, Q1 = 37 μm, Q3 = 141 μm, median of distance at D60 = 170 μm, Q1 = 93.2 μm, Q3 = 256 μm, median of distance at D90 = 121 μm, Q1 = 49.8 μm, Q3 = 229 μm. ****P < 0.0001 by unpaired *t*‐test. (E) Bar graph showing the total count of cells migrating from the glioblastoma spheroid. Mean cell count at D30 = 340 migrating cells, mean cell count at D60 = 2659 migrating cells, mean cell count at D90 = 1797 migrating cells. Error bars represent the standard error of the mean. The analysis in (D) and (E) compares the length of cocultivation on days 30, 60, and 90 using an inclined plane. Data were collected from three independent experiments.

For visualization and image analysis of the GLICO model, we first used standard thin histological sections from paraffin embedding (~ 2 μm) or cryosections (~ 10 μm). However, this technique proved to be suboptimal as it did not allow us to track the complete attachment of glioblastoma spheroids onto COs and quantify the cell migration (data not shown). We thus optimized the protocol for the whole‐mount staining of CO tissue based on the published CUBIC protocol [21]. As shown in Fig. 2B, this approach (described in detail in Section 2) allowed us to image the whole GLICO tissue, specifically visualize all migrating cells within the CO and precisely quantify this migration. To do this, we first identified and delineated the border between the fluorescently labeled glioblastoma spheroid and healthy CO tissue (Hoechst‐positive cells; Fig. 2B – left panel). Subsequently, we visualized only fluorescently labeled cells and marked migrating cells within CO tissue using pseudocolors with a spectrum of colors corresponding to the distance from the delineated glioblastoma spheroid/CO border on the surface (Fig. 2B – right panel). In addition to visualization, we also quantified two parameters of cell migration, that is, (a) the shortest migratory distance from the glioblastoma spheroid/CO border and (b) the total number of migrating cells within one organoid (see below).

Having these parameters of visualization optimized, we evaluated the samples from three independent biological replicates harvested after 30, 60, and 90 days of GLICO inclined plane coculture. As shown in Fig. 2C, the extent of migration gradually increased over time in cell culture, with relatively minor migration observed at D30 that significantly increased at D60 and D90. Upon quantification, the data pointed out that although the longest distance of individual migrating glioblastoma cells to the surface of the glioblastoma sphere increased with time, the mean distance and the distance distribution were significantly higher at D60 (median of distance = 170 μm, Q1 = 93.2 μm, Q3 = 256 μm) and at D90 (median of distance = 121 μm, Q1 = 49.8 μm, Q3 = 229 μm) than at the D30 timepoint (median of distance = 82.4 μm, Q1 = 37 μm, Q3 = 141 μm; Fig. 2D). Additionally, as shown in Fig. 2E, the total number of migrating cells was very low at D30 (mean value = 340 migrating cells) and markedly increased at later time points (mean value at D60 = 2659 migrating cells; mean value at D90 = 1797 migrating cells), with D60 showing a trend toward a higher number of migrating glioblastoma cells detected within COs. Altogether, our data showed that coculture of COs with glioblastoma spheroids within 30–60 days represents the optimal setup for future analyses.

### 3.3 Coculture with ECM proteins enhances the growth and migration of glioblastoma

Thus far, our optimized coculture approach indicated that a significantly longer time is needed to establish the GLICO model compared to some of the previously reported data (ranging from 2 days to 4 months; [6, 8, 9, 10, 11]). However, these reports used relatively young COs containing Matrigel as a scaffold or Matrigel to support GLICO coculture. As our mature COs (D55) were already devoid of ECM droplets, we aimed to analyze if these ECM protein scaffolds influence the glioblastoma cell migration within our GLICO model. As depicted in Fig. 3, we used two different approaches to test this hypothesis utilizing either (a) intact D55‐old organoids (Fig. 3A; as described above) or (b) thick (250 μm) sections of COs (Fig. 3B; as described in Section 2), mimicking organotypic brain slice cultures [33]. For both approaches, the coculture was supported with two types of commercially available ECM solutions: growth factors containing Matrigel or growth factor‐free Geltrex. All experimental conditions were fixed 30 days after the initiation of GLICO coculture, and the extent of migration was visualized and subsequently quantified as described above. Results from the intact coculture approach showed that both Matrigel and Geltrex significantly enhanced the migration of glioblastoma cells inside the COs (Fig. 3C) in comparison to the ECM‐free coculture system (Fig. 2C: Day 30). Quantification of the migration confirmed the increased distance of migrating cells from the glioblastoma/CO border (median distance with Matrigel = 89 μm, Q1 = 42.7 μm, Q3 = 171 μm, median distance with Geltrex = 123 μm, Q1 = 52.8 μm, Q3 = 227 μm; Fig. 3E) and increased the number of migrating cells (Matrigel mean value = 1661 migrating cells, Geltrex mean value = 954 migrating cells; Fig. 3F). In comparison to Geltrex, the presence of Matrigel had a more substantial effect on the number of migrating glioblastoma cells than on their distance from the glioblastoma/CO border.

**Fig. 3:**
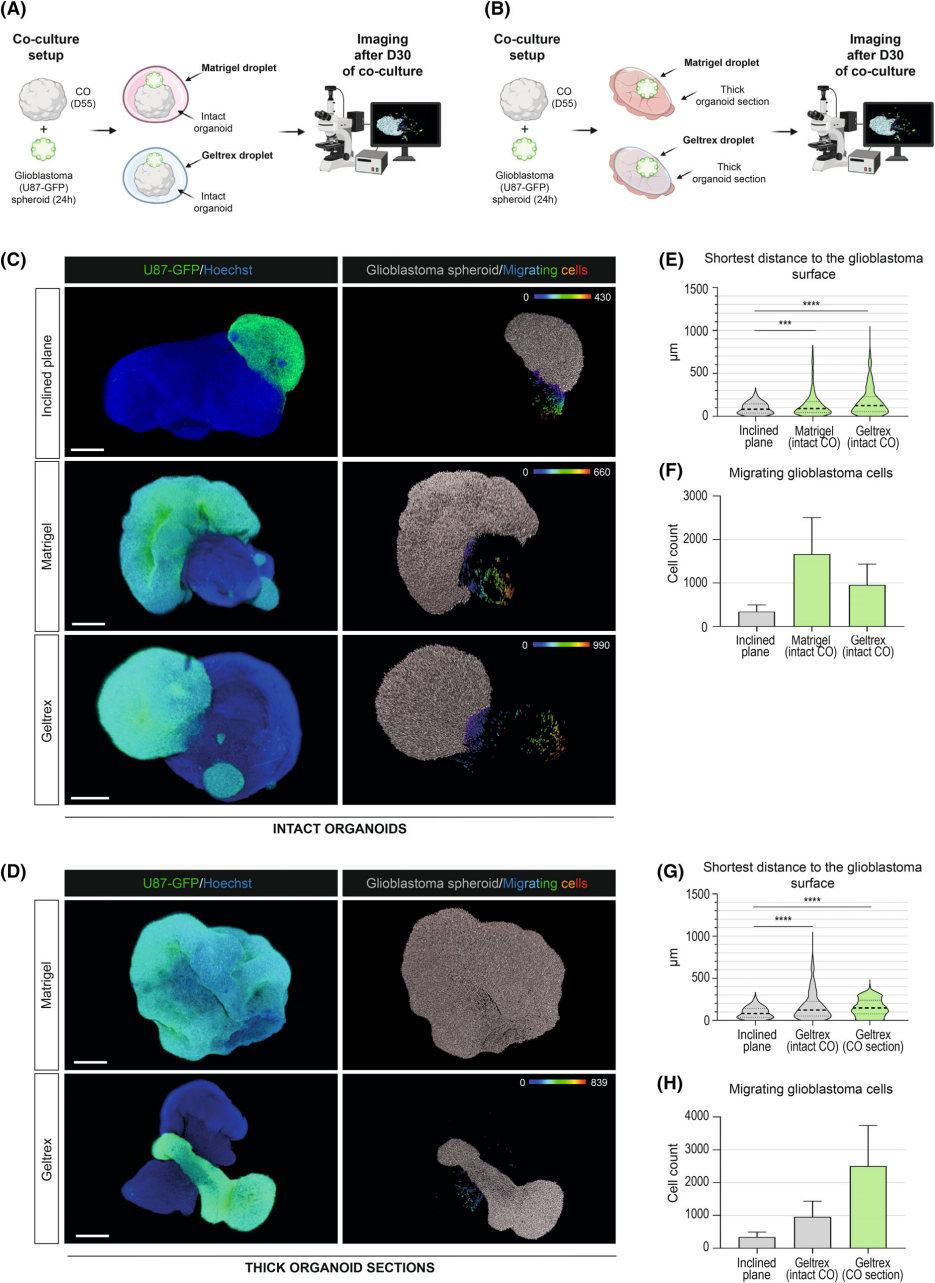
Coculture with ECM proteins enhances the growth and migration of glioblastoma. A scheme showing the pipeline of glioblastoma‐cerebral organoid (GLICO) coculture using intact 55‐day‐old organoids (A) or thick (250 μm) sections of cerebral organoids (COs) (B). 24‐h‐old glioblastoma spheroid (U87) was transferred to the vicinity of a single 55‐day‐old mature or thick (250 μm) section of COs. GLICO coculture was supported by embedding in a droplet of Matrigel™ or Geltrex™ at 37 °C for 10 min. GLICO was transferred into nonadherent cell culture dishes and cultured on an orbital shaker under standard CO cell culture conditions. Image acquisition and analysis were performed after 30 days of GLICO coculture. Images of cleared whole‐mount GLICO tissues after 30 days of coculture based on intact CO (C) or thick (250 μm) sections of COs (D) using Matrigel™ or Geltrex™. The left images show a fluorescently labeled glioblastoma spheroid (green) and glioblastoma/CO nuclei (blue). The right images visualize individual glioblastoma cells – glioblastoma spheroid (gray) and cells migrated from the glioblastoma spheroid (pseudocolor). In the case of Matrigel on organoid sections depicted in (F), the growth of glioblastoma increased to such an extent that it was impossible to evaluate the cell migration after 30 days. A spectrum of colors corresponds to the shortest distance of individual migrating cells to the delineated glioblastoma spheroid/CO border (μm). Scale bar = 500 μm. Three independent coculture experiments were used for the analysis with three GLICOs analyzed per each condition. (E, G) Violin plots showing the mean shortest migration distance (μm) of glioblastoma migrating cells to glioblastoma spheroid surface. Median distance with Matrigel in intact organoid = 89 μm, Q1 = 42.7 μm, Q3 = 171 μm; median distance with Geltrex in intact organoid = 123 μm, Q1 = 52.8 μm, Q3 = 227 μm; median distance with Geltrex in a thick section = 148 μm, Q1 = 78 μm, Q3 = 239 μm. ***P < 0.0005, ****P < 0.0001 by unpaired *t*‐test. (F, H) Bar graphs showing the total count of cells migrating from the glioblastoma spheroid. Mean cell count with Matrigel in intact organoid = 1661 migrating cells, Mean cell count with Geltrex in intact organoid = 954 migrating cells, Mean cell count with Geltrex in a thick section = 2505 migrating cells. Error bars represent the standard error of the mean. The analysis in (D, E) and (G, H) compare the use of Matrigel™ and Geltrex™ against an inclined plane on day 30 (shown in Fig. 2). Data were collected from three independent experiments.

Our second culture system using thick organoid sections confirmed the previous observations. As shown in Fig. 3D, the presence of Matrigel on organoid sections increased the growth of glioblastoma to such an extent that it was impossible to evaluate the cell migration after 30 days as the whole thick organoid section was overgrown by the glioblastoma. In the case of Geltrex, its presence also substantially stimulated the glioblastoma cell migration, but the parameters of cell migration from three independent biological replicates could be evaluated. Compared to intact organoids, thick CO sections showed an increased median distance of migration (148 μm, Q1 = 78 μm, Q3 = 239 μm) and the total number of migrating glioblastoma cells (mean value = 2505 migrating cells) within the CO tissue (Fig. 3G,H). Notably, migration parameters within organoid sections supported with Geltrex at D30 were comparable to that of the inclined plane at D60. Our results thus confirm that both used ECM protein scaffolds significantly enhance the glioblastoma cell growth and migration, with the growth factors containing Matrigel being more potent. It is of note that while both Matrigel and Geltrex contain ECM proteins that support the proliferation and growth of glioblastoma cells, the composition of both products differs from ECM proteins found in the human brain. Brain‐specific ECM contains mostly proteoglycans and glycosaminoglycans and low levels of fibrous proteins such as collagen and fibronectin [34, 35, 36]. On the contrary, Geltrex and Matrigel are mainly composed of laminin and collagen and are of mouse origin [37]. We thus believe the inclined plane method reflects more closely the situation found in humans *in vivo*. Importantly, to what extent these protein cocktails influence the biological properties of glioblastoma cultured within the GLICO model remains to be investigated.

### 3.4 Coculture of glioblastoma cells with COs significantly changes their cell identity toward proneural cell type

Finally, to evaluate our GLICO model from the molecular perspective, we used bulk mRNA sequencing as a model experiment. Using this approach, we determined changes in the gene expression of GFP^+^ glioblastoma cells cultured as spheroids for 40 days (Control) or cocultured with COs within the GLICO model for 40 days without any ECM proteins. 

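Expression was measured by 3′ mRNA sequencing in 6 libraries, of which 3 came from GLICO samples and 3 from Control spheroids. U87 is an established human glioblastoma cell line, here carrying GFP, and COs are brain-like tissues grown from induced pluripotent stem cells, in this experiment from 3 iPSC lines. Each spheroid was started from 2000 cells, each CO was 55 days old at the start of the coculture, and 5 GLICOs were pooled in each replicate. The inclined plate was kept for 48 h according to the paper's methods and for 24 h according to the sample annotation. GLICO samples were dissociated with papain and sorted for GFP by FACS before lysis. The paper's text does not state that Control spheroids were dissociated or sorted, and only the GLICO samples are annotated as sorted, so whether sorting differed between the groups is not known. The paper's text also does not state which library is which numbered replicate of Fig. 4A or which iPSC line each GLICO library came from, so libraries are named by their number, with 29, 31 and 33 for GLICO and 32, 34 and 36 for Control.

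The authors removed the 6 nt UMIs from the reads, trimmed them, removed ribosomal and mitochondrial reads, aligned the rest to GRCh38 and counted reads per gene with htseq-count. The paper's text does not state whether reads with the same UMI were collapsed or which strand setting was used. The deposited values are unnormalized counts for 58051 Ensembl genes in each library, together with the same counts divided by a DESeq2 size factor per library. Between 5926721 and 9673210 reads per library were counted on genes, with a median of 9599352 in GLICO and 6700368 in Control. A gene with 3 counts or fewer was treated as at the limit of detection, which lay between 0.305 and 0.528 CPM (counts scaled to library size by edgeR). This limit covers counting error only, since reads that were not collapsed are not independent molecules. Counts were compared between GLICO and Control with edgeR's quasi-likelihood test after TMM normalization, and genes were called with the paper's limits of an adjusted p of 0.1 and a log2 fold change of 0.6. A gene was tested if it passed edgeR's filter on low counts, and p-values were adjusted by the Benjamini-Hochberg method over the tested genes. Standard errors given with edgeR fold changes were computed as the absolute log2 fold change over the square root of the test's F statistic.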

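PCA was run on rlog-transformed counts of the 500 most variable genes across the 6 libraries. The first component held 81.7% of the variance and the second held 12.3%. On the first component, the Control libraries lay at 29.7, 23.0 and 27.9 for libraries 32, 34 and 36. GLICO libraries 29 and 31 lay at -43.0 and -34.3, while GLICO library 33 lay at -3.32. The second component separated library 29, at 18.8, from libraries 31 and 33, at -15.5 and -12.4. The Control libraries spanned 1.67 to 4.72 on that component. The number of genes moved the shares most, since with all tested genes the first component held 59.3% and the second held 22.4%. Without library 29 the share of the second component was 8.19%.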

As shown in Fig. 4A, principal component analysis (PCA) revealed substantial differences induced in the U87 glioblastoma cells upon 40 days of coculture with the GLICO model. 

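Distances between libraries were computed on the same rlog values as Euclidean distances. The mean distance between GLICO libraries was 42.6 ± 8.02 (SD, n = 3 pairs), and the mean distance between Control libraries was 11.2 ± 0.683 (SD, n = 3 pairs). A GLICO library and a Control library were 58.2 apart on average, and the closest pair of this kind was 35.3 apart. The distance within GLICO was 3.81 times that within Control. This was the most extreme ratio among all 20 assignments of the libraries to the groups (two-sided exact permutation test, p = 0.1). That is the smallest p that 3 libraries against 3 allow. Mixed assignments place distances between GLICO and Control libraries within both groups. The test therefore cannot separate a wider spread in GLICO from a shift between the groups. This ratio depended on the genes and the scale used. It was 1.43 with all tested genes and 1.72 on log2 CPM. Leaving out library 29 gave 2.61.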

While three independent replicates of U87 glioblastoma cell line cultured as spheroids clustered together, three independent replicates of U87 cocultured with COs (*n* = 5 GLICOs in each replicate) were separated from glioblastoma spheroids and showed broader distribution across the PCA plot. 

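Of the 14178 genes tested, 1160 were called higher in GLICO and 551 were called lower (adjusted p under 0.1 from edgeR and a log2 fold change beyond 0.6). In 1133 of the genes called higher and 550 of those called lower, every GLICO library lay beyond every Control library. Over all tested genes such a separation occurred in 2453 genes upwards and 1880 genes downwards, where chance gives 10% of genes. The biological coefficient of variation had a median of 35.1%. The median log2 fold change over all tested genes was 0.04. For 295 of the genes called higher, all Control libraries held 3 counts or fewer, so only a lower bound of their fold change was measurable. The reverse held for 7 genes called lower. The number of calls moved most with limma voom and sample quality weights, which called 2819 genes higher and 2564 lower. Each of the 6 libraries also changed a count by over 1.5 times when it was left out. Without GLICO library 29, 1769 genes were called higher and 1677 lower. Without library 31 there were 681 and 130 calls, and without library 33 there were 1820 and 702. Leaving out Control library 32, 34 or 36 gave 691, 645 and 633 genes higher and 290, 142 and 218 genes lower. Between 555 and 1108 of the 1160 genes and between 120 and 539 of the 551 genes were called again in these fits.

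Among the genes named in Fig. 4C, all 20 higher genes were called higher, with a median log2 fold change of 6.28. That median was 6.12 with genes at the limit of detection in Control set to their lower bound. Of the 20 lower genes, 18 had a symbol that matched the annotation, and all 18 were called lower, with a median log2 fold change of -3.57. The study picked these genes from the same libraries, so their calls are not independent evidence. When at least 10 counts were required in every library, only 1 of the higher and 11 of the lower genes could be called, because the other genes were no longer tested. PXDN, on chromosome 2 from 1631887 to 1744852, had 64.5 ± 19.5 CPM (SD, n = 3) in GLICO and was at least 122-fold higher than in Control. CRABP1, on chromosome 15 from 78340353 to 78348225, had 251 ± 137 CPM (SD, n = 3) in GLICO and 1.47 ± 1.85 CPM in Control, a log2 fold change of 7.39 (standard error 0.88, adjusted p = 0.0071 from edgeR). SERPING1 had the smallest adjusted p among the tested genes, 0.00074, with a log2 fold change of 6.30 (standard error 0.39). IL1B, on chromosome 2 from 112829751 to 112836816, fell from 1348 ± 789 CPM (SD, n = 3) in Control to 90.2 ± 69.1 CPM in GLICO, a log2 fold change of -3.90 (standard error 0.73, adjusted p = 0.0159 from edgeR). SERPINB4 was at least 126-fold lower in GLICO, and its counts are uncertain because it has a close paralog, SERPINB3. The counts of HMGN2P46, a pseudogene among the lower genes, are uncertain for the same reason.

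Among called genes with a mean of at least 20 counts and separated groups, the first 5 by fitted log2 fold change were GPR27, LRRC4B, EPB41L3, CPAMD8 and CACNG4. None of these had a count in any Control library, so their fitted values rest on a prior count and their rank was not measurable. They were at least 40.0-, 38.6-, 35.3-, 29.6- and 27.4-fold higher in GLICO. At the other end the first 5 by fitted value were SERPINB4, IL24, TNFSF14, KCNIP4-IT1 and SERPINB7. IL24 fell by 5.08 on the log2 scale, TNFSF14 fell by 5.01, KCNIP4-IT1 fell by 4.43 and SERPINB7 fell by 4.38.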

Visualization of significantly upregulated and downregulated genes is shown in the volcano plot (Fig. 4B), with the top 20 differentially expressed genes (DEGs) in each category depicted in Fig. 4C. Interestingly, over‐representation analysis (ORA) revealed that genes most significantly upregulated in glioblastoma cells upon co‐culture with COs were related to the regulation of neural development, neurogenesis, brain development, and morphogenesis (Fig. 4D). 

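The gene ontology terms of the ORA were not used here. Instead, 2 lists were written from general knowledge before the data were examined, and neither was copied from a published table. Of the 62 genes in the neural development list, 36 were tested, with a median log2 fold change of 2.92. In this list 25 genes were called higher and 0 lower, where 1 gene had an unadjusted p under 0.05 downwards. Adjusted over the list alone, 28 genes were higher and 1 was lower. Of the 64 genes in the axon and synapse list, 52 were tested, with a median log2 fold change of 2.05, and 32 were called higher and 0 lower, also with 0 downwards at an unadjusted p under 0.05. Adjusted over the list alone, 34 were higher. Setting genes at the limit of detection to their bound left both medians as they were. In camera, a test of whether a list moves more than the other genes, with a preset correlation of 0.01 between genes, the adjusted p over 10 lists was 2.3e-18 for neural development and 4.0e-16 for axon and synapse. With the correlation estimated for each list these became 0.0868 and 0.216, so that only the call for neural development held, and both calls held in the rotation test fry, at 0.0144 and 0.0382. Control libraries expressed 23 and 41 genes of these lists at a mean of at least 1 CPM. Each list shared 12 genes with other lists, and 3 genes of the neural development list are in Fig. 4C.

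SFRP1 had 75.8 ± 42.5 CPM (SD, n = 3) in GLICO and 0.421 ± 0.449 CPM in Control, a log2 fold change of 7.42 (standard error 0.77, adjusted p = 0.00635 from edgeR). CNTN2 was at least 117-fold higher in GLICO, SLIT1 at least 74.5-fold and ROBO2 at least 46.6-fold. In the other direction, MAP1B changed by -0.33 (adjusted p = 0.666 from edgeR). Library 29 carried much of the axon and synapse signal, since the list's median was 1.27 without it. The median of the neural development list was 5.79 without library 33, 5.05 without library 32, 6.82 without library 34 and 5.10 without library 36, when between 45 and 50 of its genes passed the filter on low counts.

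**Figure D1:**
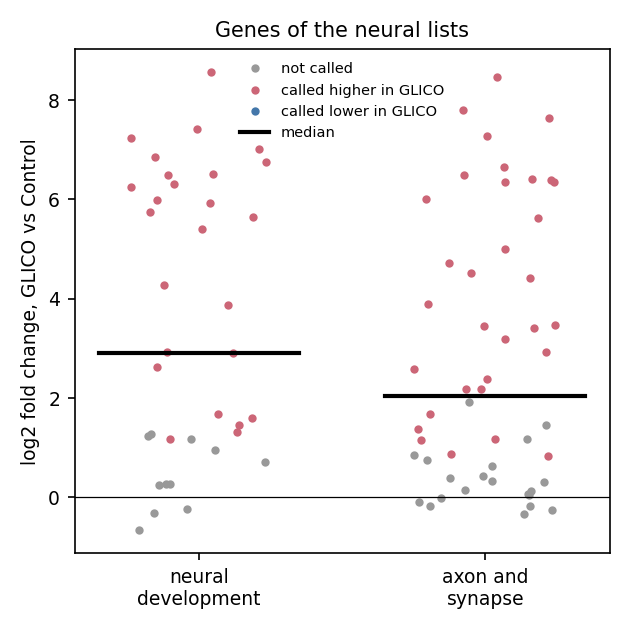
Log2 fold change of GLICO against Control for each tested gene of the neural development and the axon and synapse lists. Points are genes, coloured by whether they were called, and the horizontal bars are the medians of 2.92 and 2.05.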

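Lower expression was examined in 5 further lists. The cytokine and inflammation, ribosome biogenesis and unfolded protein lists were written from general knowledge before the data were examined, and the ribosomal protein and translation initiation lists were taken from patterns in gene symbols. In the cytokine and inflammation list, 49 of 50 genes matched a symbol and 46 were tested. The median log2 fold change was -1.59, with 21 genes called lower and 0 higher, where 0 genes had an unadjusted p under 0.05 upwards. Adjusted over the list alone, 30 genes were lower. Camera gave an adjusted p of 8.3e-19, and the call held in fry, at 0.012, and with the estimated correlation, at 0.0868. Control libraries expressed 48 of the 49 genes at a mean of at least 1 CPM, 4 genes are in other lists and 5 are in Fig. 4C. IL36RN had 1.26 ± 1.05 CPM (SD, n = 3) in GLICO and 24.3 ± 18.8 CPM in Control, a log2 fold change of -4.23 (standard error 0.80, adjusted p = 0.0164 from edgeR). CCL2 had the largest increase of the list, 1.13 (standard error 0.67, adjusted p = 0.355 from edgeR), which was not called.

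The other 4 lists moved less. Ribosomal protein genes had a median log2 fold change of -0.52 over 82 tested genes, with 4 called lower and 0 higher, and 0 were lower when adjusted over the list alone, where 13 genes had an unadjusted p under 0.05 downwards and 0 upwards. Reads of these genes can be shared with their pseudogenes, and the median was -0.33 without library 29. The median was -0.34 for translation initiation genes, with 7 of 49 called lower and 2 higher, against 8 and 2 adjusted over the list alone. For ribosome biogenesis it was -0.36, with 6 of 50 called lower and 1 higher, POLR1A, against 13 and 2 adjusted over the list alone. For the unfolded protein list it was -0.33, with 6 of 40 called lower and 2 higher, VLDLR and HSPA1A, against 11 and 3 adjusted over the list alone. HSPA1A shares reads with its paralog HSPA1B, and the median of the unfolded protein list was -0.12 without library 36 and -0.51 without library 32. The adjusted p from camera was 9.1e-09 for ribosomal proteins, 0.00098 for translation initiation, 0.0004 for ribosome biogenesis and 0.00501 for unfolded protein. In fry, the calls for translation initiation and ribosome biogenesis held, at 0.012 and 0.0306. With the estimated correlation only that for translation initiation held, at 0.0896. These medians stayed negative under DESeq2, under DESeq2-style size factors in edgeR and under limma voom. Control expressed 82 of the 86 ribosomal protein genes, 49 of the 54 translation initiation genes and all genes of the other 2 lists. Other lists held 2 ribosomal protein and 4 unfolded protein genes, and 0 genes of these 4 lists are in Fig. 4C.

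**Figure D2:**
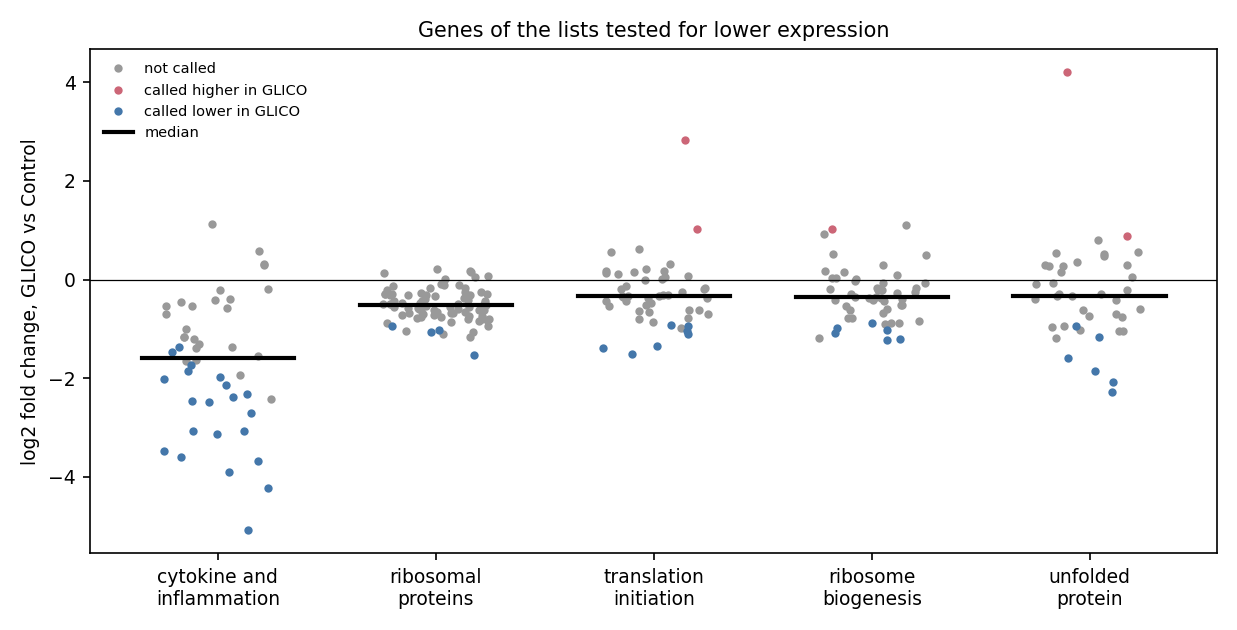
Log2 fold change of GLICO against Control for each tested gene of the 5 lists. Points are genes, coloured by whether they were called, and the horizontal bars are the medians, of which that of the cytokine and inflammation list is the lowest at -1.59.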

On the contrary, significantly downregulated genes were most prominently related to cytokine signaling pathway and production, regulation of secretion, and inflammatory response (Fig. 4D). This data indicated that U87 glioblastoma cells substantially changed their expression profile toward neural cell fate.

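Some genes were chosen before the data were examined because general knowledge of cell lines, not the paper, lists them as homozygously deleted in U87. They lie in band 9p21 of chromosome 9 in GRCh38. MTAP, from 21802636 to 21937651, had 170, 97 and 47 counts in GLICO libraries 29, 31 and 33 and 0 in every Control library, which makes it at least 24.4-fold higher in GLICO. KLHL9, from 21329665 to 21335404, is also among the higher genes of Fig. 4C and had 309, 317 and 166 counts in the same GLICO libraries. Control library 34 held 5 counts of KLHL9 and libraries 32 and 36 held 0. CDKN2A had 1, 17 and 0 counts and CDKN2B had 7, 11 and 12 counts in the GLICO libraries, and neither had a count in Control. IFNA1, IFNB1 and IFNE had no counts in any library. Of the genes chosen around this stretch, FOCAD was at least 16.7-fold higher in GLICO, and MLLT3 and ELAVL2 had log2 fold changes of 5.05 and 2.24 (adjusted p = 0.0253 and 0.0517 from edgeR). HACD4 and DMRTA1 were not tested, with 3, 4 and 1 and with 2, 23 and 9 counts in libraries 29, 31 and 33 and none in Control. PLAA, TUSC1, SLC24A2, RPS6 and PSIP1 lay within 0.53 of no change on the log2 scale and were not called.

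The paper reasons from the higher expression of genes of neural and brain development and the lower expression of cytokine and inflammatory genes that U87 cells substantially changed their expression profile toward neural cell fate.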

**Fig. 4:**
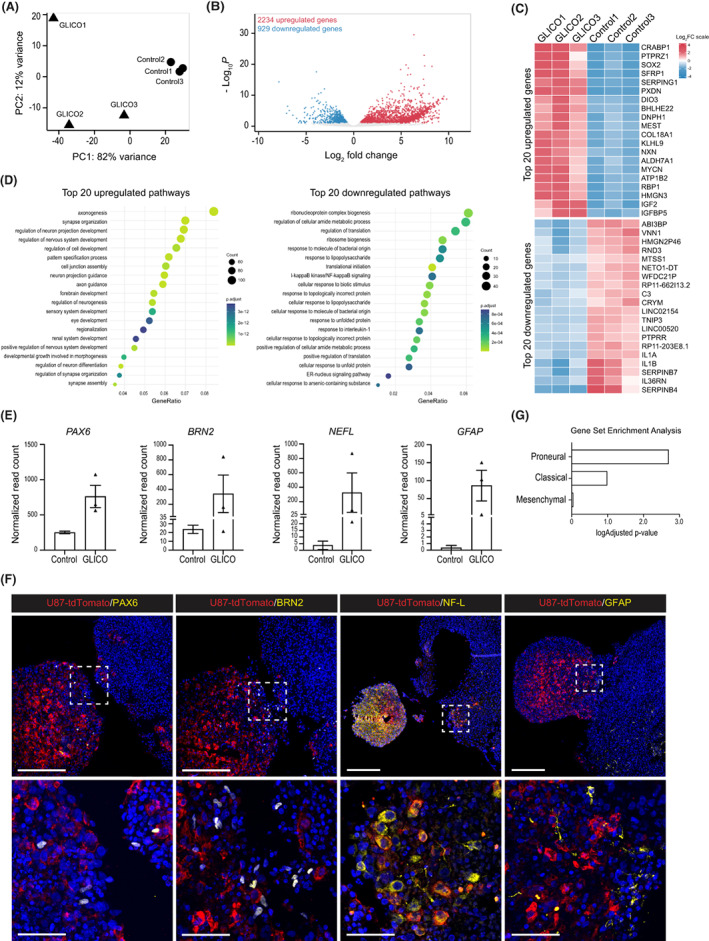
Coculture of glioblastoma cells with COs significantly changes their cell identity toward proneural cell type. (A) Principal component analysis (PCA) showing the differences in gene expression between three independent control U87 spheroid samples (Control 1, Control 2, Control 3) and three independent samples of U87 spheroids cocultured within the glioblastoma‐cerebral organoid (GLICO) model for 40 days (GLICO1, GLICO2, GLICO3). Five GLICOs were pooled in each replicate. (B) Volcano plot showing significantly upregulated (red) and downregulated (blue) differentially expressed genes (DEGs) in U87 cocultured within the GLICO model vs. control U87 spheroids. (C) Heatmap showing 20 most upregulated and 20 most downregulated DEGs in three samples of U87 cocultured within the GLICO model (GLICO1, GLICO2, GLICO3) and three control U87 spheroids samples (Control 1, Control 2, Control 3). (D) Over‐representation analysis (ORA) showing 20 most upregulated (left) and 20 most downregulated (right) pathways in U87 cocultured within the GLICO model categorized based on gene ontology analysis. (E) Normalized read counts of selected markers (*PAX6*, *BRN2*, *NEFL*, *and GFAP*) from bulk mRNA sequencing data of control U87 spheroids (Control) and U87 cocultured within the GLICO model (GLICO). (F) Representative IHC staining images of U87 cocultured within the GLICO model showing the localization of selected markers PAX6, BRN2, NF‐L, and GFAP (yellow) in the U87 spheroid labeled with tdTomato (red). Scale bar = 200 μm. The bottom images show magnification of the area marked with a white square in the respective top images. Scale bar = 50 μm. (G) Enrichment of a custom list of genes in GLICO samples specific for different glioblastoma subtypes defined in [30, 38]. Data were collected from three independent experiments.

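The 4 genes of Fig. 4E were compared as counts divided by the DESeq2 size factors of the authors. PAX6 (ENSG00000007372), on chromosome 11 from 31784779 to 31817961, had 761 ± 273 normalized counts (SD, n = 3) in GLICO and 251 ± 31.3 in Control. Its log2 fold change was 1.60 (standard error 0.30, adjusted p = 0.0167 from edgeR), and every GLICO library lay above every Control library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). POU3F2 (ENSG00000184486), which encodes BRN2 on chromosome 6 from 98834574 to 98839458, had 342 ± 439 normalized counts in GLICO and 23.7 ± 8.18 in Control. Its log2 fold change was 3.88 (standard error 1.10, adjusted p = 0.07 from edgeR), but the groups overlapped (two-sided exact permutation test, p = 0.3). GLICO library 33 held 28 counts and Control library 34 held 29. Scaled to library size, library 33 lay below Control libraries 34 and 36, at 2.88 CPM against 4.54 and 2.99 CPM. The log2 fold change of POU3F2 was 1.92 without library 29, and the call was lost, as it was without library 32, 34 or 36, at 3.61, 4.14 and 3.77. It was also lost under limma voom, at 1.60. NEFL (ENSG00000277586), on chromosome 8 from 24950955 to 24956721, had 326 ± 471 normalized counts in GLICO and 3.80 ± 5.48 in Control. Its counts were 878, 115 and 28 in libraries 29, 31 and 33 and 0, 9 and 1 in libraries 32, 34 and 36, a log2 fold change of 6.39 (standard error 1.57, adjusted p = 0.0405 from edgeR). Its groups did not overlap (two-sided exact permutation test, p = 0.1), but its call was lost without library 32 or 36, at log2 fold changes of 5.74 and 5.96. Without library 29 its log2 fold change was 3.75.

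GFAP (ENSG00000131095), on chromosome 17 from 44903159 to 44916937, did not pass the filter on low counts. It had 104, 199 and 7 counts in libraries 29, 31 and 33 and 1, 0 and 0 in libraries 32, 34 and 36, or 86.3 ± 74.0 normalized counts in GLICO (SD, n = 3) and 0.363 ± 0.628 in Control. GFAP was at least 22.4-fold higher in GLICO, and its groups did not overlap (two-sided exact permutation test, p = 0.1). Without a filter on low counts and with DESeq2, all 4 genes were called higher. Without a filter, the adjusted p of POU3F2 from edgeR was 1.24e-16 at a log2 fold change of 3.80, although its groups overlapped. The calls without a filter are therefore weak evidence. With at least 10 counts required in every library, only PAX6 and POU3F2 were tested, and both were called. These counts do not separate the RNA of U87 from that of COs. Genes listed as deleted in U87 were also counted in every GLICO library.

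**Figure D3:**
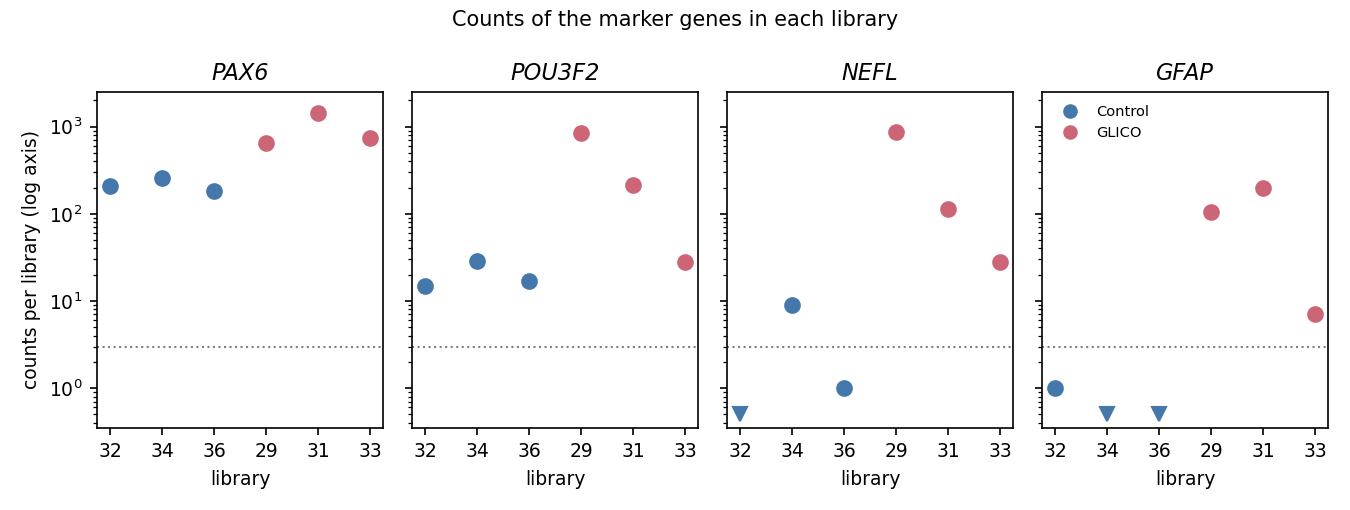
Counts of PAX6, POU3F2, NEFL and GFAP in each library on a log axis, with Control libraries in blue and GLICO libraries in red. The dotted line marks 3 counts, triangles mark counts of 0, and POU3F2 in GLICO library 33 sits at 28 counts, below Control library 34 at 29.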

To validate the data from bulk mRNA seq, we selected a set of neural and glial‐specific genes (i.e., PAX6, BRN2/*POU3F2*, NF‐L/*NEFL*, and GFAP) showing high expression in the GLICO model in comparison to independently cultured glioblastoma spheroids (Fig. 4E) or standard glioblastoma 2D culture (Fig. 1E). We then performed their immunohistological staining in glioblastoma cocultured with COs and confirmed that, unlike the original U87 cell line (Fig. 1E), U87 cells cocultured with COs for 30 days specifically express markers of neuronal and glial cell fate (Fig. 4F). To also analyze the dynamics of the expression of neural markers in U87 glioblastoma cells during coculture with COs, we performed a qPCR analysis of the selected neural markers on D20 and D40 of GLICO coculture. Our data show that the expression of *GFAP*, *NEFL*, and *SOX2* gradually increases in U87 cells from the beginning of coculture with COs (Fig. S1). However, the expression of *PAX6* and *MAP2* was induced only later during the GLICO co‐culture, underlying the different dynamics of the activation of specific markers (Fig. S1).

Lastly, prompted by these observations, we compared our dataset to a gene expression database of clinically relevant glioblastoma subtypes [30, 38]. This comparison revealed that upon coculture of U87 with COs, glioblastoma cells significantly changed their identity from mesenchymal to proneural and, to some extent, also to classical glioblastoma cell type (Fig. 4G and Fig. S2). Thus, taken together, our data point out that the CO‐specific microenvironment has the potential to significantly alter the identity of cocultured glioblastoma and change its biological properties.

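The published subtype lists were not used here. A proneural, a classical and a mesenchymal list of 50 genes each were written from general knowledge before the data were examined, with a short list of 12 hallmark genes for each subtype. In the proneural list 29 genes were tested, with a median log2 fold change of 0.47. In that list 9 genes were called higher and 2 lower, CLGN and MTSS1, against 11 and 4 adjusted over the list alone. Camera gave an adjusted p of 0.023 upwards over the 10 lists. The call held in fry, at 0.0382, and was lost with the estimated correlation, at 0.216. Without library 29 the adjusted p was 0.112 and the median was 0.40, while the adjusted p over all alternatives ran from 4.2e-09 for the short list to 0.216. The median was 1.17 without library 33, 0.77 without library 32, 1.01 without library 34 and 0.86 without library 36. In these fits 36 or 37 genes of the list passed the filter on low counts, against 29 in the main fit. These medians are therefore not over the same genes. BCL11A was at least 102-fold higher in GLICO, and CDKN1C had a log2 fold change of 5.28 (standard error 0.87, adjusted p = 0.0127 from edgeR). Of the short proneural list, 8 of 9 tested genes were called higher, also adjusted over the list alone, with a median of 5.63, and 0 were lower, with 0 at an unadjusted p under 0.05. PDGFRA was the exception, at 0.22 (standard error 0.48, adjusted p = 0.827 from edgeR).

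In the classical list 42 genes were tested, with a median log2 fold change of 0.33. Of these, 5 were called higher and 0 lower, where 4 genes had an unadjusted p under 0.05 downwards, against 6 and 3 adjusted over the list alone. The adjusted p from camera was 0.1005, just past the limit, and 0.262 with the estimated correlation. It was 0.0382 in fry, 0.0485 without library 33 and 0.0366 without library 36, which makes a call, and up to 0.29 in the other alternatives. CDH4 was at least 58.8-fold higher and ELOVL2 at least 15.2-fold. The short classical list rose at an adjusted p of 1.1e-06 with a median of 1.20, where 5 of 11 tested genes were called higher and 10 adjusted over the list alone. EGFR, the only decrease in the short list, changed by -0.48 (standard error 0.37, adjusted p = 0.48 from edgeR).

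In the mesenchymal list 46 genes were tested, of which 22 rose and 24 fell, with a median log2 fold change of -0.05. There, 6 genes were called higher and 3 lower, PI3, PTGS2 and IL6, against 6 and 7 adjusted over the list alone, and the list as a whole was not called (camera, adjusted p = 0.312 downwards). Its direction depended on the libraries. It was called higher without library 29, with an adjusted p of 0.0256 and a median of 0.25. It was called lower without library 31, at 0.0712 with a median of -0.15, and without library 33, at 0.024 with a median of -0.25. The median was also positive under limma voom, at 0.14. The largest increases were those of COL3A1, COL1A1 and COL1A2, at 7.37, 2.94 and 2.25, and the largest decrease was that of PI3, at -4.32. In the short mesenchymal list 0 of 12 genes were called higher, where 1 had an unadjusted p under 0.05, and 1 was called lower, RELB (camera, adjusted p = 0.341). Its median was 0.12 and ran from -0.24 without library 33 to 0.33 without library 29 when 1 library was left out. Control libraries expressed 25 proneural, 41 classical and 47 mesenchymal genes at a mean of at least 1 CPM. Other lists held 6, 1 and 5 genes of the long subtype lists, and 1 proneural gene is in Fig. 4C. Of the short lists, other lists held 9 of 12 proneural, 3 of 12 classical and 3 of 12 mesenchymal genes, and 1 proneural gene is in Fig. 4C. The call of the short proneural list is therefore not independent of those lists.

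**Figure D4:**
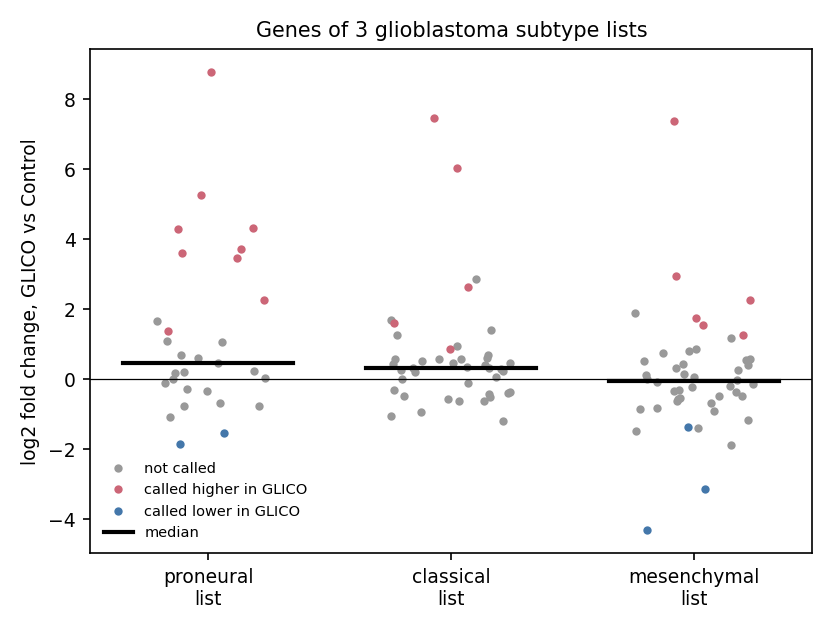
Log2 fold change of GLICO against Control for each tested gene of the proneural, classical and mesenchymal lists. Points are genes, coloured by whether they were called, and the horizontal bars are the medians of 0.47, 0.33 and -0.05.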

## 4 Discussion

In this study, we show that mature, 55‐day‐old COs derived from three independent iPSC lines support the growth and migration of the glioblastoma model cell line U87. Furthermore, we point out that the use of ECM proteins (i.e., Matrigel and Geltrex) significantly enhances the migration of U87 cells inside the intact or sectioned organoids. We also describe methods for clear and precise visualization and quantification of migrating glioblastoma cells within intact mature organoids and quantify the extent of migration in each of the culture conditions used. Finally, we bring evidence that this coculture model transforms the identity of an established glioblastoma cell line U87 toward proneural and classical glioblastoma cell types, suggesting that the CO‐specific microenvironment has the potential to ‘reprogram’ the long‐established U87 glioblastoma cell line.

To this date, seven reports have provided evidence that glioblastoma coculture with COs could be a way to overcome the challenges of inadequate 2D cell cultures and demanding *in vivo* PDX models. These reports have used GLICO models (a) to demonstrate the possibility to coculture COs with glioblastoma [6, 8]; (b) to show that GLICO tumor biology is similar to that found in patients or animal models [9, 10, 11]; or (c) to provide an insight into molecular players behind the biology of glioblastoma and its microenvironment using a single‐cell sequencing approach [7, 10, 12]. However, these studies markedly differed in numerous technical aspects of GLICO coculture (such as the use of COs derived from mice vs. human iPSCs, the use of 12 day old COs to 4‐month‐old COs, and the use of Matrigel, to name a few). These differences prompted us to explore the optimal conditions for the GLICO models and which technical parameters are crucial for the invasiveness of glioblastoma. Our results showed that mature, 55‐day‐old human COs from three individual iPSC lines could support the growth of U87 glioblastoma cells upon simple coculture on an inclined plane.

However, we discovered that it took at least 30 days to detect migrating U87 glioblastoma cells in COs, with the majority of migrating cells being detectable around D60 of GLICO coculture. This observation was in strong contrast to previous reports showing that glioblastoma migration began within several days from the initiation of coculture [6, 7, 8, 9, 10, 11, 12]. Since our result was observed repeatedly and independently verified using three different iPSC lines with the same outcome, there are several possible explanations for this finding, including (a) the specific properties of the glioblastoma cell line, (b) the age of COs used, or (c) other parameters of co‐culture conditions. Indeed, it has been demonstrated that significant differences in migration are caused by the primary GSCs or glioblastoma cell lines used [6, 9]. Ogawa et al. [6] showed that the invasiveness of patient‐derived glioblastoma cell lines in COs correlated with lethality in mice and Goranci‐Buzhala et al. [9] also noted different migratory capacities between primary and recurrent patient‐derived glioblastoma lines. Thus the significantly longer time needed for the migration of U87 could be partially caused by the nature of our experimental cell line.

Additionally, it is possible that the age of COs may influence the migration of grafted cells. Previously, Goranci‐Buzhala et al. [9] compared 20‐, 40‐, and 60 day old COs and found that increasing maturity correlated with the increased integration of glioblastoma. And while Linkous et al. [11] did not see changes in glioblastoma growth rates in 1‐ and 4 month old organoids, they did observe a difference in the growth patterns. GLICO tumors from younger, 1‐month‐old COs exhibited large areas of regional proliferation, whereas GLICO tumors from older, 4‐month‐old COs displayed a more infiltrative growth pattern. This suggests that cytoarchitecture or specific components of the mature organoid microenvironment can influence the migration and spread of the tumor.

Lastly, we wanted to verify how other parameter(s) of coculture, such as the use of ECM proteins, could influence the ability of glioblastoma cells to migrate within COs. Indeed, upon detailed inspection of every GLICO report published to this date, we found that reports most often used young COs (D12–D30) that are usually (at this early time point) embedded in Matrigel for proper maturation. If older COs were used (that are usually devoid of Matrigel embedding), then Matrigel was utilized as a scaffold to support GLICO coculture or added directly to the organoid growth medium. This prompted us to test whether ECM proteins could cause the observed discrepancy and enhance the glioblastoma cell growth. We thus examined two commercially available products: commonly used Matrigel, containing a mixture of growth factors, and Geltrex, a growth factor‐free alternative. Our results demonstrated that both tested ECM protein mixtures markedly increased the number of migrating cells, but not the migratory distance, compared to simple GLICO coculture without ECM proteins. This effect was significantly enhanced when thick organoid sections were used for coculture instead of intact organoids. Under this condition, coculture with Matrigel for 30 days resulted in complete overgrowth of the CO section, implying that a much shorter time could be used when analyzing the migrating cells within this model. The coculture with Geltrex for 30 days also enhanced the glioblastoma growth, but it was comparable to a 60‐day‐long coculture on an inclined plane. These results thus show that ECM proteins markedly enhance the glioblastoma growth within the COs, and thus, any data on cell invasiveness and migration should be interpreted with caution. Additionally, it would be compelling to analyze to what extent these protein cocktails influence the biological properties of glioblastoma cultured within the GLICO model. This, however, remains to be investigated in the future.

Notably, while setting up the GLICO coculture model to subsequently evaluate and quantify the migratory glioblastoma cells, we found out that such quantification would not be possible using standard histological sections. We thus optimized the tissue clearing method previously used for the whole‐brain and whole‐body clearing [21]. This method is similar to that implemented recently by [9] for the GLICO model. Additionally, we also developed a semi‐automated pipeline to visualize and quantify migrating cells using commercially available software imaris. This pipeline, which we describe in detail in Section 2, allows users to quantitatively evaluate the migration under different cell culture conditions (as described above).

Finally, we aimed to demonstrate that it was possible to isolate specifically the fluorescently labeled glioblastoma cells after a long coculture period with COs and analyze them separately from the bulk tissue. We, thus, performed a proof‐of‐concept experiment and used GFP^+^ sorted glioblastoma cells and their respective controls for bulk mRNA seq. Notably, previous reports have shown that glioblastomas cocultured with COs retain a similar gene expression profile to the original tumor tissue, proving that the coculture system is superior to standard 2D culture, possibly due to the effect of a healthy brain microenvironment [12]. Pine et al. also showed that this coculture enhanced the expression of proneural‐ and to some extent also, classical‐type glioblastoma‐specific genes. Our results confirm this finding and demonstrate that the CO microenvironment can stimulate significant changes in gene expression even in the well‐established glioblastoma cell line U87 previously cultured in 2D cell culture conditions with FBS in the culture medium. We show that the newly acquired gene expression profile is closely related to neuronal development, neurogenesis maturation, and axon guidance, suggesting that U87 glioblastoma acquired neural identity upon coculture. Some of these results were verified using immunohistochemistry, thus proving that observed results from bulk mRNA correspond to the newly acquired U87 glioblastoma phenotype. Importantly, a comparison to a clinically relevant gene dataset for glioblastoma subtypes [30] confirmed also in our dataset that GLICO coculture changed the identity toward proneural and classical cell types. This is a remarkable finding since it not only supports the findings of Pine et al. [12] but mainly demonstrates that the CO microenvironment has the potential to ‘reprogram’ the established gene expression of such a cell line as U87.

Lastly, our study has several limitations which remain to be addressed in the future. Major limitation is the use of U87 cell line, which, despite being a bona fide human glioblastoma cell line, does not adequately represent the patient‐derived tumor [39]. Thus, more experimental repeats with several cell lines would strengthen the provided proof‐of‐concept data. Additionally, detailed analysis of how organoid cytoarchitecture affects the invasion routes of glioblastoma has not been performed. Which specific organoid compartments influence the glioblastoma migratory phenotype thus remains to be explored.

## 5 Conclusions

Taken together, our results demonstrate that mature, 55‐day‐old cerebral organoids support the growth of glioblastoma cells *in vitro*, and their integration and migration into organoids can be significantly enhanced using ECM protein scaffolds, such as Matrigel or Geltrex. We also describe a pipeline for visualization and quantification of migrating cells within the whole organoid tissue. Lastly, our proof‐of‐concept bulk mRNA seq analysis brings evidence that the coculture of the U87 cell line with a human brain‐like microenvironment significantly changes the glioblastoma cell identity. And while it has been previously reported that the GLICO model faithfully preserves the characteristics of the patient‐resected tissue in the *in vitro* culture, we, for the first time, demonstrate that this model is also capable of transforming the gene expression profile of established U87 glioblastoma cell line into more *in vivo*‐related phenotype. Which elements of the brain‐like microenvironment within cerebral organoids are driving these changes remains to be investigated.

## Conflict of interest

The authors declare no conflict of interest.

## Author contributions

VF, VP, TV, KAC, ZH, and DB: designed the project and wrote the manuscript with input from all authors; VF, VP, TV, KAC, JS, JR, SV, and JH: performed experiments, collected and analyzed the data; PA, ZM, and LV: performed bioinformatic analysis and visualizations; DB, ZH, and LV: interpreted data, revised the manuscript.

### Peer review

The peer review history for this article is available at https://publons.com/publon/10.1002/1878‐0261.13389.

## Supporting information

**Fig. S1.** The onset of the expression of neural markers in glioblastoma cells during coculture within the GLICO model. Click here for additional data file.

**Fig. S2.** A comparison of our dataset to a gene expression database of clinically relevant glioblastoma subtypes. Click here for additional data file.

**Table S1.** List of antibodies used for western blotting.
**Table S2.** List of antibodies used for immunohistochemistry.
**Table S3.** Whole‐mount and CUBIC clearing buffer compositions.
**Table S4.** List of primer sets used for qPCR. Click here for additional data file.

## Data Availability

The raw research data are available per request through the corresponding author. Final data from mRNA seq analyses were deposited under GEO accession number GSE216626.

## References

[1] Ostrom QT , Gittleman H , Liao P , Rouse C , Chen Y , Dowling J , et al. CBTRUS statistical report: primary brain and central nervous system tumors diagnosed in the United States in 2007–2011. Neuro Oncol. 2014;16(Suppl 4):iv1–63.2530427110.1093/neuonc/nou223PMC4193675

[2] Stupp R , Hegi ME , Mason WP , van den Bent M , Taphoorn MJ , Janzer RC , et al. Effects of radiotherapy with concomitant and adjuvant temozolomide versus radiotherapy alone on survival in glioblastoma in a randomised phase III study: 5‐year analysis of the EORTC‐NCIC trial. Lancet Oncol. 2009;10:459–66.1926989510.1016/S1470-2045(09)70025-7

[3] Poon MTC , Sudlow CLM , Figueroa JD , Brennan PM . Longer‐term (≥ 2 years) survival in patients with glioblastoma in population‐based studies pre‐ and post‐2005: a systematic review and meta‐analysis. Sci Rep. 2020;10:11622.3266960410.1038/s41598-020-68011-4PMC7363854

[4] Lancaster MA , Renner M , Martin C‐A , Wenzel D , Bicknell LS , Hurles ME , et al. Cerebral organoids model human brain development and microcephaly. Nature. 2013;501:373–9.2399568510.1038/nature12517PMC3817409

[5] Bian S , Repic M , Guo Z , Kavirayani A , Burkard T , Bagley JA , et al. Genetically engineered cerebral organoids model brain tumour formation. Nat Methods. 2018;15:631–9.3003841410.1038/s41592-018-0070-7PMC6071863

[6] Ogawa J , Pao GM , Shokhirev MN , Verma IM . Glioblastoma model using human cerebral organoids. Cell Rep. 2018;23:1220–9.2969489710.1016/j.celrep.2018.03.105PMC6892608

[7] Bhaduri A , Di Lullo E , Jung D , Müller S , Crouch EE , Espinosa CS , et al. Outer radial glia‐like cancer stem cells contribute to heterogeneity of glioblastoma. Cell Stem Cell. 2020;26:48–63.e6.3190125110.1016/j.stem.2019.11.015PMC7029801

[8] da Silva B , Mathew RK , Polson ES , Williams J , Wurdak H . Spontaneous glioblastoma spheroid infiltration of early‐stage cerebral organoids models brain tumor invasion. SLAS Discov. 2018;23:862–8.2954355910.1177/2472555218764623

[9] Goranci‐Buzhala G , Mariappan A , Gabriel E , Ramani A , Ricci‐Vitiani L , Buccarelli M , et al. Rapid and efficient invasion assay of glioblastoma in human brain organoids. Cell Rep. 2020;31:107738.3252126310.1016/j.celrep.2020.107738

[10] Krieger TG , Tirier SM , Park J , Jechow K , Eisemann T , Peterziel H , et al. Modeling glioblastoma invasion using human brain organoids and single‐cell transcriptomics. Neuro Oncol. 2020;22:1138–49.3229795410.1093/neuonc/noaa091PMC7594554

[11] Linkous A , Balamatsias D , Snuderl M , Edwards L , Miyaguchi K , Milner T , et al. Modeling patient‐derived glioblastoma with cerebral organoids. Cell Rep. 2019;26:3203–11.e5.3089359410.1016/j.celrep.2019.02.063PMC6625753

[12] Pine AR , Cirigliano SM , Nicholson JG , Hu Y , Linkous A , Miyaguchi K , et al. Tumor microenvironment is critical for the maintenance of cellular states found in primary glioblastomas. Cancer Discov. 2020;10:964–79.3225326510.1158/2159-8290.CD-20-0057PMC10256258

[13] Mariappan A , Goranci‐Buzhala G , Ricci‐Vitiani L , Pallini R , Gopalakrishnan J . Trends and challenges in modeling glioma using 3D human brain organoids. Cell Death Differ. 2021;28:15–23.3326247010.1038/s41418-020-00679-7PMC7707134

[14] Raska J , Hribkova H , Klimova H , Fedorova V , Barak M , Barta T , et al. Generation of six human iPSC lines from patients with a familial Alzheimer's disease (n = 3) and sex‐ and age‐matched healthy controls (n = 3). Stem Cell Res. 2021;53:102379.3408800810.1016/j.scr.2021.102379

[15] Raska J , Klimova H , Sheardova K , Fedorova V , Hribkova H , Pospisilova V , et al. Generation of three human iPSC lines from patients with a spontaneous late‐onset Alzheimer's disease and three sex‐ and age‐matched healthy controls. Stem Cell Res. 2021;53:102378.3408800710.1016/j.scr.2021.102378

[16] Camp JG , Badsha F , Florio M , Kanton S , Gerber T , Wilsch‐Bräuninger M , et al. Human cerebral organoids recapitulate gene expression programs of fetal neocortex development. Proc Natl Acad Sci USA. 2015;112:15672–7.2664456410.1073/pnas.1520760112PMC4697386

[17] Lancaster MA , Knoblich JA . Generation of cerebral organoids from human pluripotent stem cells. Nat Protoc. 2014;9:2329–40.2518863410.1038/nprot.2014.158PMC4160653

[18] Besse A , Sana J , Lakomy R , Kren L , Fadrus P , Smrcka M , et al. MiR‐338‐5p sensitizes glioblastoma cells to radiation through regulation of genes involved in DNA damage response. Tumor Biol. 2016;37:7719–27.10.1007/s13277-015-4654-x26692101

[19] Ondracek J , Fadrus P , Sana J , Besse A , Loja T , Vecera M , et al. Global MicroRNA expression profiling identifies unique MicroRNA pattern of radioresistant glioblastoma cells. Anticancer Res. 2017;37:1099–104.2831427010.21873/anticanres.11422

[20] Fedorova V , Vanova T , Elrefae L , Pospisil J , Petrasova M , Kolajova V , et al. Differentiation of neural rosettes from human pluripotent stem cells in vitro is sequentially regulated on a molecular level and accomplished by the mechanism reminiscent of secondary neurulation. Stem Cell Res. 2019;40:101563.3149444810.1016/j.scr.2019.101563

[21] Susaki EA , Tainaka K , Perrin D , Yukinaga H , Kuno A , Ueda HR . Advanced CUBIC protocols for whole‐brain and whole‐body clearing and imaging. Nat Protoc. 2015;10:1709–27.2644836010.1038/nprot.2015.085

[22] Wingett SW , Andrews S . FastQ screen: a tool for multi‐genome mapping and quality control. F1000Res. 2018;7:1338.3025474110.12688/f1000research.15931.1PMC6124377

[23] Dobin A , Davis CA , Schlesinger F , Drenkow J , Zaleski C , Jha S , et al. STAR: ultrafast universal RNA‐seq aligner. Bioinformatics. 2013;29:15–21.2310488610.1093/bioinformatics/bts635PMC3530905

[24] Kopylova E , Noé L , Touzet H . SortMeRNA: fast and accurate filtering of ribosomal RNAs in metatranscriptomic data. Bioinformatics. 2012;28:3211–7.2307127010.1093/bioinformatics/bts611

[25] Love MI , Huber W , Anders S . Moderated estimation of fold change and dispersion for RNA‐seq data with DESeq2. Genome Biol. 2014;15:550.2551628110.1186/s13059-014-0550-8PMC4302049

[26] org.Hs.eg.db . Bioconductor. Available at http://bioconductor.org/packages/org.Hs.eg.db/. Accessed 14 April 2022.

[27] Blighe K. EnhancedVolcano: publication‐ready volcano plots with enhanced colouring and labeling. 2022.

[28] Wu T , Hu E , Xu S , Chen M , Guo P , Dai Z , et al. clusterProfiler 4.0: a universal enrichment tool for interpreting omics data. Innovation. 2021;2:100141.3455777810.1016/j.xinn.2021.100141PMC8454663

[29] Yu G , Wang L‐G , Han Y , He QY . clusterProfiler: an R package for comparing biological themes among gene clusters. OMICS. 2012;16:284–7.2245546310.1089/omi.2011.0118PMC3339379

[30] Verhaak RGW , Hoadley KA , Purdom E , Wang V , Qi Y , Wilkerson MD , et al. Integrated genomic analysis identifies clinically relevant subtypes of glioblastoma characterized by abnormalities in PDGFRA, IDH1, EGFR, and NF1. Cancer Cell. 2010;17:98–110.2012925110.1016/j.ccr.2009.12.020PMC2818769

[31] Clark MJ , Homer N , O'Connor BD , Chen Z , Eskin A , Lee H , et al. U87MG decoded: the genomic sequence of a cytogenetically aberrant human cancer cell line. PLoS Genet. 2010;6:e1000832.2012641310.1371/journal.pgen.1000832PMC2813426

[32] Bohaciakova D , Hruska‐Plochan M , Tsunemoto R , Gifford WD , Driscoll SP , Glenn TD , et al. A scalable solution for isolating human multipotent clinical‐grade neural stem cells from ES precursors. Stem Cell Res Ther. 2019;10:83.3086705410.1186/s13287-019-1163-7PMC6417180

[33] Marques‐Torrejon MA , Gangoso E , Pollard SM . Modelling glioblastoma tumour‐host cell interactions using adult brain organotypic slice co‐culture. Dis Model Mech. 2018;11:dmm031435.2919644310.1242/dmm.031435PMC5894940

[34] Dityatev A , Schachner M , Sonderegger P . The dual role of the extracellular matrix in synaptic plasticity and homeostasis. Nat Rev Neurosci. 2010;11:735–46.2094466310.1038/nrn2898

[35] Song I , Dityatev A . Crosstalk between glia, extracellular matrix and neurons. Brain Res Bull. 2018;136:101–8.2828490010.1016/j.brainresbull.2017.03.003

[36] Lam D , Enright HA , Cadena J , Peters SKG , Sales AP , Osburn JJ , et al. Tissue‐specific extracellular matrix accelerates the formation of neural networks and communities in a neuron‐glia co‐culture on a multi‐electrode array. Sci Rep. 2019;9:4159.3085840110.1038/s41598-019-40128-1PMC6411890

[37] Aisenbrey EA , Murphy WL . Synthetic alternatives to Matrigel. Nat Rev Mater. 2020;5:539–51.3295313810.1038/s41578-020-0199-8PMC7500703

[38] Wang Q , Hu B , Hu X , Kim H , Squatrito M , Scarpace L , et al. Tumor evolution of glioma‐intrinsic gene expression subtypes associates with immunological changes in the microenvironment. Cancer Cell. 2017;32:42–56.e6.2869734210.1016/j.ccell.2017.06.003PMC5599156

[39] Allen M , Bjerke M , Edlund H , Nelander S , Westermark B . Origin of the U87MG glioma cell line: good news and bad news. Sci Transl Med. 2016;8:354re3.10.1126/scitranslmed.aaf685327582061

# Supplementary material for: Glioblastoma and cerebral organoids: development and analysis of an in vitro model for glioblastoma migration
**Source:** Mol Oncol. 2023 Feb 18;17(4):647–63. doi: 10.1002/1878-0261.13389
**Supplement:** Supplementary file 3 — Table S1. List of antibodies used for western blotting. Table S2. List of antibodies used for immunohistochemistry. Table S3. Whole‐mount and CUBIC clearing buffer compositions. Table S4. List of primer sets used for qPCR.

**Supplementary Material**

Figure S1. The onset of the expression of neural markers in glioblastoma cells during co-culture within the GLICO model

Figure S2. A comparison of our dataset to a gene expression database of clinically relevant glioblastoma subtypes

Supplementary Table 1: List of antibodies used for Western blotting

Supplementary Table 2: List of antibodies used for Immunohistochemistry

Supplementary Table 3: Whole-mount and CUBIC clearing buffer compositions

Supplementary Table 4: List of primer sets used for qPCR

**Figure S1. The onset of the expression of neural markers in glioblastoma cells during co-culture within the GLICO model**

qPCR analysis of selected neural markers (*GFAP, NEFL, PAX6, SOX2, MAP2*) in U87 cells after co-culture within the glioblastoma-–cerebral organoid (GLICO) model for 20 and 40 days. Day 0 (D0) represents control U87 spheroids before co-culturing with COs. Data were collected from one experiment (GFP+ isolated cells from 10-20 GLICOs were pooled for each sample). Error bars represent three technical replicates.

**Figure S2. A comparison of our dataset to a gene expression database of clinically relevant glioblastoma subtypes**

Heatmaps depicting genes from [30] with significantly changed expression in our datasets. Each heatmap represents one clinically relevant glioblastoma subtype (Proneural, Classical, and Mesenchymal; [38]).

**Supplementary Table 1: List of antibodies used for Western blotting**

| **Antibody** | **Manufacturer** | **Identifier** |
| --- | --- | --- |
| C-MYC (D84C12) | Cell Signaling Technology | Cat# 5605  RRID:AB_1903938 |
| SOX2 (L1D6A2) | Cell Signaling Technology | Cat# 4900  RRID: AB_10560516 |
| SOX1 | Cell Signaling Technology | Cat# 4194  RRID: AB_1904140 |
| PAX6 (D3A9V) | Cell Signaling Technology | Cat# 60433  RRID: AB_2797599 |
| NR2F2 (D16C4) | Cell Signaling Technology | Cat# 6434  RRID:AB_11220428 |
| NF-L (C28E10) | Cell Signaling Technology | Cat# 2837  RRID:AB_823575 |
| BRN2 (D2C1L) | Cell Signaling Technology | Cat# 12137  RRID:AB_2797827 |
| N-MYC (D1V2A) | Cell Signaling Technology | Cat# 84406  RRID:AB_2800038 |
| GFAP (D1F4Q) | Cell Signaling Technology | Cat# 12389  RRID:AB_2631098 |
| ß-ACTIN (8H10D10) | Cell Signaling Technology | Cat# 3700  RRID: AB_2242334 |

**Supplementary Table 2: List of antibodies used for Immunohistochemistry**

| **Antibody** | **Manufacturer** | **Identifier** |
| --- | --- | --- |
| BRN2 (D2C1L) | Cell Signaling Technology | Cat# 12137  RRID:AB_2797827 |
| DCX (E-6) | Santa Cruz Biotechnology | Cat# sc-271390;  RRID: X |
| GFAP (D1F4Q) | Cell Signaling Technology | Cat# 12389  RRID:AB_2631098 |
| MAP2 (D5G1) | Cell Signaling Technology | Cat# 8707;  RRID: AB_2722660 |
| NF-L (C28E10) | Cell Signaling Technology | Cat# 2837  RRID:AB_823575 |
| PAX6 (D3A9V) | Cell Signaling Technology | Cat# 60433  RRID: AB_2797599 |
| Synapsin-1 (D12G5) | Cell Signaling Technology | Cat# 5297;  RRID: AB_2616578 |
| TUJ (TU-20) | Cell Signaling Technology | Cat# 4466;  RRID: AB_1904176 |

**Supplementary Table 3: Whole-mount and CUBIC clearing buffer compositions**

| CUBIC1 | 25% urea (Merck), 25% N,N,N′,N′‑tetrakis(2‑hydroxypropyl)ethylene (Merck) and 15% Triton X-100 |
| --- | --- |
| Washing buffer | 0.5% Triton X-100 in PBS |
| Blocking buffer | PBS, 5% normal goat serum, 0.5% Triton X‑100, 0.01% NaN_3_ |
| CUBIC2 | 50% sucrose, 25% urea, 10% triethanolamine (Merck) and 0.1% Triton X-100 |
| Mounting solution | 1% agarose in CUBIC2 and PBS 3:1 |

**Supplementary Table 4: List of primer sets used for qPCR**

| **Gene name** | **Primer Sequence** | |
| --- | --- | --- |
| *GFAP* | F: CCGACAGCAGGTCCATGT | R: GTTGCTGGACGCCATTG |
| *MAP2* | F: TTGGTGCCGAGTGAGAAGA | R: GTCTGGCAGTGGTTGGTTAA |
| *NEFL* | F: CGACAGCTTGATGGACGAAAT | R: GATCTGCGCGTACTGGATCTG |
| *PAX6* | F: CTGAGGAATCAGAGAAGACAGGC | R: ATGGAGCCAGATGTGAAGGAGG |
| *SOX2* | F: TACAGCATGTCCTACTCGCAG | R: GAGGAAGAGGTAACCACAGGG |
| *GAPDH* | F: AGCCACATCGCTCAGACAC | R: GCCCAATACGACCAAATCC |

How the deposited data were processed for this re-analysis (not part of the article)

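The data are 3′ mRNA sequencing counts of 6 libraries, 3 of U87-GFP cells sorted from GLICO cocultures (29, 31 and 33) and 3 of U87-GFP spheroids cultured alone (32, 34 and 36), each after 40 days. No library of COs alone was analysed here. The authors made the counts with UMI removal, Trimmomatic, SortMeRNA, STAR on GRCh38 and htseq-count on Ensembl annotation GRCh38.87, and the counts table is not normalized. The signal values of the normalized table were made by the authors, who divided the counts of each library by its DESeq2 size factor before the table was deposited. Both tables hold 58051 genes, of which 56948 matched a gene symbol by Ensembl identifier and 27246 had no count in any library. The ratio of the 2 tables was checked to be constant within each library. Coordinates were taken from the GENCODE annotation of GRCh38. Library totals ran from 5926721 to 9673210 counts, and no 2 libraries were near copies of each other (lowest chi-square per degree of freedom 17.4).

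The analysis ran in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0. Genes were filtered with edgeR's filterByExpr, which left 14178 genes, and normalized by TMM, with factors between 0.850 and 1.22. They were tested with the robust quasi-likelihood test of edgeR, and a gene was called at a Benjamini-Hochberg adjusted p under 0.1 and a log2 fold change beyond 0.6, the limits in the paper. The paper prints the same sign for both directions, and the negative value was used for lower genes. On simulated counts with 200 changed genes and a true log2 fold change of 2, this test recovered 99.5% of them at a dispersion of 0.05 and 18.0% at a dispersion of 0.3, with 18 and 4 false calls. The common dispersion of the data was 0.148. Single genes were also compared with a two-sided exact permutation test, whose smallest p with 3 libraries against 3 is 0.1.

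A count of 3 or fewer in every library of a group was treated as a floor, and folds against such a group were computed against the floor and reported as bounds. PCA used DESeq2's blind rlog values of the 500 most variable genes. Lists were tested with limma's camera with a preset correlation of 0.01, adjusted over 10 lists, or over 8 lists for those aimed at technical explanations. On simulated data, camera gave a p of 2.2e-52 for a list of 50 changed genes and 0.482 for a random list. The simulated genes were drawn independently, so this does not show how camera behaves when genes of a list are correlated.

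The 10 lists are proneural, classical, mesenchymal, neural development, axon and synapse, cytokine and inflammation, ribosomal protein, translation initiation, ribosome biogenesis and unfolded protein genes. The 8 technical lists are dissociation, hypoxia, proliferation, abundant neuronal genes, abundant radial glia genes, choroid plexus, retina and eye, and late glia. Further lists hold genes in and around the 9p21 deletion of U87 and housekeeping genes. All were written from general knowledge or symbol patterns before the data were examined and none was copied from a published table. The gene ontology terms and the published subtype lists of the paper were not used. A list of 24 myeloid genes was added after C1QA, C1QB and C1QC were seen to be high in library 31 and before its own values were looked at.

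Named genes were chosen by a rule fixed before the data were examined: every gene the paper names for this experiment, the first 5 by fitted log2 fold change in each direction among called genes with separated groups and a mean of at least 20 counts, up to 3 genes in each direction of a list that is discussed, and all genes of the 9p21 lists. Some genes that this rule covers are not reported here. IL6, TTR, BTG2, VSIG4 and CYBB fall outside this rule and were named after their values were seen. HSPA1B is named only as a paralog. The genes in runs of neighbouring genes, RNF11, SPATA6 and the C1Q genes were also chosen after their values were seen.

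The alternatives fixed before the data were examined were DESeq2, DESeq2-style size factors in edgeR, no filter on low counts, at least 10 counts in every library, limma voom with sample quality weights, an adjusted p under 0.05, and a test against the log2 fold change of 0.6 (glmTreat). Each library was also left out in turn. For PCA they were all tested genes and log2 CPM with a prior count of 2, and for lists fry, an estimated correlation, preranked enrichment with fgsea on the DESeq2 statistic, genes with a mean normalized count above 20, and short subtype lists. Preranked enrichment on genes with a mean normalized count above 20 was chosen after seeing the data. The western blot, immunohistochemistry, qPCR and migration experiments were not analysed here. The symbols of 2 lower genes of Fig. 4C and of 1 gene of the cytokine and inflammation list did not match the annotation and were left out.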

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

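The tests of the runs of neighbouring genes, of the myeloid genes, of the order of the choroid plexus genes, of the proliferation genes and of the traces in library 34 were chosen only after the results were seen.

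MTAP, CDKN2A, CDKN2B and KLHL9, which U87 is known from general background to lack through a homozygous deletion, summed to 45.51 ± 22.7 CPM (SD, n = 3) in GLICO and 0.261 ± 0.452 CPM in Control. The paper does not discuss them as a group. Their sum was 68.5, 44.9 and 23.1 CPM in libraries 29, 31 and 33, and 34.0 CPM on average without library 29. A difference in total counts is not the source, since Control libraries held 5 counts in all where GLICO libraries held 1154. Genes near 0 in Control could lie side by side by chance, but a run of 6 such neighbours from MLLT3 to DMRTA1, 20341669 to 22455740 on chromosome 9, was reached in only 18 of 1000 shufflings of gene positions. The longest run was one of 7 zinc finger genes on chromosome 19. Further runs of 5 such genes lay on chromosomes 1, 5, 17 and 19, while 171 of 1000 shufflings reached a run of 5. Genes near 0 in Control thus cluster more than shuffling allows for, which may make 18 of 1000 too low. The shufflings counted a run anywhere in the genome, while these genes were listed beforehand, which may make it too high. The values are those that cells of the CO in the sorted fraction would need, and they are consistent with such cells being present in all 3 GLICO libraries. Reads or RNA carried over from COs without whole cells were not tested.

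If CO cells made up the whole rise of neural genes, these genes would follow the 9p21 sum from library to library. Of the 57 genes of the neural lists called higher, 44 had the order 29, 31, 33 of the 9p21 sum, where chance gives 9.5. But 24 of the 57 were over 4 times off the ratios of that sum, 0.655 for library 31 over 29 and 0.338 for library 33 over 29. A single share of CO cells of fixed composition for each library is therefore argued against as the whole source. CO cells that differ in type between libraries, and a change in U87 cells themselves, as in the paper, both stay open as explanations, and the second was not tested here because no marker in these data separates the RNA of U87 from that of COs for these genes. The paper's immunohistochemistry of tdTomato-labeled U87 is separate evidence that was not analysed here. Without a library of COs alone, the share of CO RNA was not computed.

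A run of 5 neighbouring genes on chromosome 1, BEND5, ELAVL4, DMRTA2, FAF1 and CDKN2C from 48727519 to 50974634, reached 270.1 CPM in library 29, 87.2 CPM in library 31 and 10.8 CPM in library 33, against 0 to 2.10 CPM in Control, here scaled to library totals without TMM. The paper does not report it. The outer neighbours SPATA6 and RNF11 changed by -0.07 and 0.23 on the log2 scale (adjusted p = 0.917 and 0.584 from edgeR). The GLICO libraries had the same order as for the 9p21 sum. As many as 171 of 1000 shufflings gave a run as long somewhere in the genome. This count covers any place in the genome. It therefore cannot tell a stretch absent from these U87 cells from a chance neighbourhood of genes that they do not express. No biological explanation was tested.

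The choroid plexus list summed to 1520 CPM in library 31, to 424 CPM in library 29 and to 369 CPM in library 33, with 61.1 to 92.4 CPM in Control. Of its 9 tested genes, 7 were called higher and 0 lower, with 0 lower at an unadjusted p under 0.05, and 8 were higher adjusted over the list alone. The median log2 fold change was 3.27, or 2.96 with genes at the floor set to their bound (camera, adjusted p = 9.0e-08). Without library 34 the median was 6.61, over the 11 genes that then passed the filter on low counts. TTR, the most abundant, had 1734, 10439 and 2168 counts in libraries 29, 31 and 33 and 0, 79 and 59 in libraries 32, 34 and 36. Control expressed 6 of the 12 genes at a mean of at least 1 CPM, and 1 gene is in another list. The ratio of library 31 to library 29 was 3.58 for this list and 0.655 for the 9p21 sum, which argues against one mixture of CO cells bringing both in the same proportion. Cells of choroid plexus type that vary between COs, with few of them in some libraries, may remain an explanation, and so may a change in U87 cells. Neither was tested.

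Proliferation genes had a median log2 fold change of 0.845 over 25 genes, of which 24 rose. Of these, 5 were called higher and 0 lower, with 0 lower at an unadjusted p under 0.05, and 8 were higher adjusted over the list alone (camera, adjusted p = 1.6e-05; fry, 0.101; estimated correlation, 0.393). Without library 36 the median was 0.48. Dividing CO cells in the sorted fraction could raise such genes. The excess over Control in library 33 was 0.697 times that in library 29, where the 9p21 sum had 0.338, and all 25 genes are also expressed in Control. More proliferation of U87 in coculture, less in the old spheroids of Control, and dividing CO cells cannot be told apart, since no gene of this list belongs to one kind of cell alone.

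The added myeloid list summed to 539.4 CPM in library 31 and to between 27.6 and 35.9 CPM in the other 5 libraries, also without TMM. The genes C1QA, C1QB and C1QC, which led to the list, had 707, 420 and 243 counts in library 31 and at most 11 in any other library. Of the 23 listed genes with at least 10 counts, 21 were highest in library 31, with VSIG4 at 1119 counts and CYBB at 744. Control expressed 3 of the 24 genes at a mean of at least 1 CPM. These values are consistent with myeloid cells in the sorted fraction of library 31. A difference in depth is no explanation, since library 33 had nearly the same total. An origin of such cells in the COs and their uptake of GFP-labeled material were not tested, and 1 library gives no replicate.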

How the results depend on the processing

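No test in this part was chosen after its result was seen, apart from preranked enrichment on genes with a mean normalized count above 20. Besides leaving out a library, 75 values held under the alternatives, 14 were weaker, 8 stronger and 6 moved. A value held if it kept its direction and side of the threshold or stayed within its spread. A count of genes held if it stayed within 1.5 times of its main value. When a library was left out, 98 values stayed, 16 were weaker, 7 stronger, 7 moved and 1 reversed. The causes were not tested, except that a stricter filter tests fewer genes and a stricter limit calls fewer. No paired analysis was possible because the paper's text does not state which library is which numbered replicate of Fig. 4A or whether equal numbers in the 2 groups belong together.

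DESeq2 called 2236 genes higher and 929 lower, and 1153 and 546 of the genes called by edgeR were among them. Without a filter on low counts 2756 and 840 genes were called, with at least 10 counts in every library 403 and 299, and under limma voom with sample quality weights 2819 and 2564. Voom gave library 29 a weight of 0.241. An adjusted p under 0.05 left 282 lower genes and glmTreat left 189, while the higher genes stayed within 1.5 times of 1160. DESeq2-style size factors in edgeR kept both counts within that range. The share of calls that were higher was 67.8%, against 76.6% without a filter, 57.4% with at least 10 counts and 52.4% under voom. The genes of Fig. 4C that were called fell to 1 of 20 higher and 11 of 18 lower with at least 10 counts in every library and stayed at 20 and 18 with DESeq2, DESeq2-style size factors in edgeR, no filter on low counts and limma voom and without each library. An adjusted p under 0.05 and glmTreat were not run for these genes. Leaving out 1 library gave from 633 to 1820 higher and from 130 to 1677 lower genes, and from 1 (without library 36) to 4 of the marker genes against 3. POU3F2 lost its call under voom and without library 29, 32, 34 or 36, and NEFL without library 32 or 36.

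In fry the classical list was called, at 0.0382, and the ribosomal protein and unfolded protein lists were not, at 0.105 and 0.204. With the estimated correlation, 5 lists lost their call: proneural, axon and synapse and ribosome biogenesis at 0.216, ribosomal protein at 0.372 and unfolded protein at 0.383. The short classical list was called at 1.05e-06. Leaving out 1 library gave adjusted p-values from 1.79e-06 to 0.112 for the proneural list and from 0.0366 to 0.184 for the classical list. For the mesenchymal list they ran from 0.024 to 0.297, and its direction reversed without library 29, at 0.0256. The neural development, cytokine and inflammation and translation initiation lists kept their direction and their call in every alternative run.

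The first and second components held 59.3% and 22.4% of the variance with all tested genes and 90.4% and 5.34% on log2 CPM, where the distance ratio was 1.43 and 1.72. Leaving out 1 library gave from 77.2% to 88.2%, from 8.19% to 16.3% and ratios from 2.61 to 4.48. The 9p21 sum was 50.4 CPM without TMM normalization and ranged from 34.0 to 56.7 CPM when a GLICO library was left out. The depth limits which genes can be given a fold: 295 of the genes called higher had 3 counts or fewer in every Control library. The filters on low counts left the NEFL and GFAP comparisons untested with at least 10 counts in every library, and GFAP in the main test.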

Differences from the paper's values

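Every alternative named here was set before the data were examined. In Fig. 4B, read by eye, the paper shows about 2200 genes higher in GLICO, and 1160 were called here with edgeR. DESeq2 gave 2236, no filter on low counts 2756, limma voom with sample quality weights 2819, and leaving out library 29 or 33 gave 1769 and 1820, all within 1.5 times of the paper's value. DESeq2 is the tool that the paper's methods name. The count without a filter carries less weight, since the adjusted p of POU3F2 from edgeR was then 1.24e-16 although its groups overlapped. The gap stayed with DESeq2-style size factors in edgeR (1151), at least 10 counts in every library (403), an adjusted p under 0.05 (829), glmTreat (775) and without library 31, 32, 34 or 36 (633 to 691).

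For genes lower in GLICO, the paper shows about 930 in Fig. 4B, read by eye, and 551 were called here. DESeq2 gave 929, no filter on low counts 840 and leaving out library 33 gave 702, within 1.5 times of the paper's value. It stayed apart with DESeq2-style size factors in edgeR (558), at least 10 counts (299), limma voom (2564), an adjusted p under 0.05 (282), glmTreat (189), without library 29 (1677) and without library 31, 32, 34 or 36 (130 to 290).

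The paper states 15 to 20 M reads per sample, while the counts on genes summed to 5.93 M in the smallest library and 9.67 M in the largest. The paper's numbers are of reads obtained and these are of reads counted on genes, so they are on different scales, and no alternative applied.

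The paper shows GFAP as higher in GLICO, and it was not tested in edgeR after the filter on low counts. It was called higher with DESeq2 at a log2 fold change of 7.69, without a filter at 7.40, and without library 32, 33 or 34, with adjusted p-values from 7.5e-14 to 0.104 over these and the fit without library 36. The paper states a change away from the mesenchymal type, and the mesenchymal list written here had a median log2 fold change of -0.05 and was not called. It was called lower without library 31 or 33, at adjusted p-values of 0.0712 and 0.024 from camera. It was called higher without library 29, at 0.0256, and its median was positive under limma voom, at 0.135. The paper also states a partial change to the classical type, and the classical list was not called at 0.1005 but was called in fry at 0.0382, without library 33 at 0.0485, without library 36 at 0.0366 and as a short list at 1.05e-06. These lists are not those of the paper.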

Other observations

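The tests of dilution and of the traces in library 34 were chosen only after the result was seen.

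Of the 10 ways to split the 6 libraries into groups of 3, only 1, the real one, gave as many calls as the 1711 found, and the other splits gave 0. With 3 libraries against 3, that share can never fall under 0.1, so this count does not settle how often chance would do as well. After every library was thinned to 5926721 counts, 1078 genes were called higher and 537 lower, 1615 in all, which argues against the difference in library size as the source of the calls.

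Lower genes could fall only because CO cells dilute the RNA of U87. Genes called lower in fits without library 33 and 1 Control library were therefore compared between those 2 libraries. The median log2 change was -0.89, -1.26 and -0.87 over 401, 282 and 515 genes, with Control library 32, 34 and 36 left out. Dilution alone would need 45.9%, 58.1% and 45.3% of CO RNA in library 33 for these medians. CO cells of any kind bring transcripts that Control lacks, and library 29 can hold no more than CO RNA alone, so the excess of such transcripts in library 33 should reach that share of the excess in library 29. Over the 13353 genes with a count in some library and 3 counts or fewer in every Control library it was 0.1825 of it (bootstrap interval over genes 16.0% to 21.0%), and the lowest needed share was 40.8% by the same method. The 9p21 sum in library 33 was 33.8% of that in library 29, nearer to the needed share but below it. The abundant neuronal list summed to 4273 CPM in library 33, inside the Control range of 3977 to 4659 CPM, and to 9983 CPM in library 29. Control expressed 18 of its 24 genes, with MAP1B at 1830 CPM on average. This sum can therefore hide neuronal RNA of COs in library 33 and does not decide the question. The ratio over the 13353 genes argues against dilution by CO cells as the whole source of the lower genes, and the 9p21 ratio does so less clearly. This rests on COs of both libraries being alike in how much of their RNA Control lacks. Their cell types may differ, since the retina and eye list summed to 231 CPM in library 33 and 20.5 CPM in library 29. It also rests on U87 cells not expressing these transcripts themselves. If U87 cells of library 29 did so, the ratio would be lower at the same dilution of library 33, which was not tested. An earlier form of the test, without subtracting Control and with a limit of 0.5 times the needed share, gave 24.5% and did not exclude dilution. A part of the falls may still come from dilution. Dissociation and sorting of GLICO samples may also contribute. The dissociation list gave a camera adjusted p of 0.7253 with 15 genes up and 15 down, where FOS, EGR1, HSPA1A and BTG2 were called higher and ATF3 lower, against 7 and 5 adjusted over the list alone. Its direction differed between alternatives. Hypoxia in Control spheroids may lower genes in GLICO too. The hypoxia list had a median log2 fold change of 0.062 (camera, adjusted p = 0.424), and from -0.13 without library 31 to 0.39 without library 29 when 1 library was left out, with 4 genes called higher, 4 adjusted over the list alone, and 0 lower, where 0 had an unadjusted p under 0.05. Dissociation, hypoxia and a response of U87 to coculture cannot be told apart for the lower genes, since it is not stated whether Control was dissociated or sorted, and the hypoxia and dissociation lists were not called.

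Control library 34 held 13 counts of the 8 genes of the 9p21 stretch, where libraries 32 and 36 held 0. Over genes at 0 in the other Control libraries and counted in GLICO, library 34 reached 1.89% of the GLICO mean, while library 32 reached 0.657% and library 36 reached 0.513% under the same rule, on counts scaled to library totals without TMM. A small amount of material or reads of a GLICO library in library 34 may explain this. Where it entered was not tested.

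Lists of cell types gave the following values. Of 23 tested abundant neuronal genes, 16 were called higher, with a median log2 fold change of 3.40 (camera, adjusted p = 1.2e-10), and 18 adjusted over the list alone. Of 19 abundant radial glia genes, 13 were called higher, with a median of 3.00 (1.3e-12), and 15 adjusted over the list alone. In the radial glia list 0 genes were called lower, but 1 was lower adjusted over the list alone and 1 at an unadjusted p under 0.05. The neuronal, retina and eye and late glia lists had 0 lower by each of these counts. Only 3 genes of the retina and eye list were tested, 2 of them called higher (0.0652), also adjusted over the list alone, and 7 late glia genes gave 2 higher (0.0626), or 3 adjusted over the list alone. The medians of these 2 lists changed with the genes that passed the filter on low counts. That of the late glia list was 0.42, 0.64 without library 29 and 0.66 without library 31, each over 7 genes, and 3.10, 3.56, 3.75 and 3.46 over 11 genes without library 32, 33, 34 and 36. That of the retina and eye list was 2.78, 3.01 without library 31 and 1.93 without library 33, each over 3 genes, and 5.67, 5.30, 5.07 and 5.11 over 10 genes without library 29, 32, 34 and 36. Control expressed 18 of 24, 13 of 21, 2 of 12 and 5 of 14 genes of these lists at a mean of at least 1 CPM, and other lists held 11, 6, 2 and 2 of them. In fry, the calls for radial glia, neuronal, choroid plexus and late glia genes held, at 0.0367, 0.057, 0.0367 and 0.0367, and none held with the estimated correlation, where the lowest adjusted p was 0.24. Of 12 housekeeping genes, 0 were called and 0 had an unadjusted p under 0.05, with a median of -0.15.

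Among other genes that the paper names for U87, SOX2 had a log2 fold change of 5.98 (standard error 0.81, adjusted p = 0.0087 from edgeR) and MYCN one of 6.31 (standard error 0.81, adjusted p = 0.00805 from edgeR). MAP2 rose by 1.46 and NR2F2 by 0.89 without being called in edgeR (adjusted p = 0.136 and 0.135), while DESeq2 called both higher (adjusted p = 0.0352 and 0.0734). MYC changed by -0.76 (adjusted p = 0.382 from edgeR) and was not called with DESeq2 either (adjusted p = 0.405). SOX1 had 40, 23 and 0 counts in GLICO libraries 29, 31 and 33 and 1 in Control, and was not tested in edgeR, while DESeq2 called it higher (adjusted p = 0.0283).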
